# A R-loop sensing pathway mediates the relocation of transcribed genes to nuclear pore complexes

**DOI:** 10.1038/s41467-023-41345-z

**Published:** 2023-09-20

**Authors:** Arianna Penzo, Marion Dubarry, Clémentine Brocas, Myriam Zheng, Raphaël M. Mangione, Mathieu Rougemaille, Coralie Goncalves, Ophélie Lautier, Domenico Libri, Marie-Noëlle Simon, Vincent Géli, Karine Dubrana, Benoit Palancade

**Keywords:** Nuclear organization, RNA metabolism, Genomic instability, Gene expression, Sumoylation

## Abstract

Nuclear pore complexes (NPCs) have increasingly recognized interactions with the genome, as exemplified in yeast, where they bind transcribed or damaged chromatin. By combining genome-wide approaches with live imaging of model loci, we uncover a correlation between NPC association and the accumulation of R-loops, which are genotoxic structures formed through hybridization of nascent RNAs with their DNA templates. Manipulating hybrid formation demonstrates that R-loop accumulation per se, rather than transcription or R-loop-dependent damages, is the primary trigger for relocation to NPCs. Mechanistically, R-loop-dependent repositioning involves their recognition by the ssDNA-binding protein RPA, and SUMO-dependent interactions with NPC-associated factors. Preventing R-loop-dependent relocation leads to lethality in hybrid-accumulating conditions, while NPC tethering of a model hybrid-prone locus attenuates R-loop-dependent genetic instability. Remarkably, this relocation pathway involves molecular factors similar to those required for the association of stalled replication forks with NPCs, supporting the existence of convergent mechanisms for sensing transcriptional and genotoxic stresses.

## Abstract (web summary)

Here the authors report that DNA:RNA hybrid-containing R-loop structures are sensed by the ssDNA-binding protein RPA, triggering their relocation to nuclear pore complexes and attenuating transcription-associated genetic instability.

## Introduction

The three-dimensional organization of the nucleus plays a central role in the regulation of several genomic transactions, including transcription and DNA repair, thus contributing to the maintenance of genome homeostasis. Among the structural components of the nucleus that shape its compartmentalization are nuclear pore complexes (NPCs), which are conserved, megadalton-sized multiprotein assemblies embedded within the nuclear envelope and built from multiple copies of ~30 subunits called nucleoporins (Nups)^1^. While scaffold Nups sub-complexes delineate a central channel in which nucleo-cytoplasmic exchanges occur, peripheral components, i.e., the cytoplasmic filaments and the nuclear basket, extend contacts towards the cytoplasm and the nucleoplasm. In this way, nuclear pore complexes notably establish interactions with specific regions of the genome, beyond their canonical role in the selective transport of proteins and RNAs^2^. This is well exemplified in budding yeast, where several inducible loci, including galactose-activated and heat shock genes, relocate to the nuclear periphery and associate with NPCs upon transcriptional activation^3–13^. While proximity to the nuclear pore complex may couple transcription with mRNA processing and export, thus positively impacting gene expression^3,10,14^, the physiological significance of gene repositioning, a.k.a. “gene gating”^15^, still remains debated. Strikingly, DNA lesions, e.g., unrepairable DNA double-strand breaks (DSBs)^16^, eroded telomeres^17^, or challenged replication forks^18–21^, also cause the relocation of genomic regions to nuclear pore complexes in yeast cells. In these situations, NPC association has been shown to locally impact DNA repair pathway choices, thus contributing to the maintenance of genetic integrity^22^. Remarkably, nucleoporins similarly interact with transcribed or damaged loci in several distant species, in which their loss-of-function can trigger changes in gene expression or DNA damage, pointing to the functional importance of NPC-chromatin interactions^22–24^.

Repositioning typically involves diffusive or active motion of chromatin domains within the nucleus^23,24^. Anchoring of specific genomic regions to NPCs is further achieved through protein-protein contacts involving DNA- and NPC-bound factors, for instance the mediator and TREX-2 complexes, whose association bridges the promoter of activated *GAL* genes with the nuclear basket^7,25^. The interactions between chromatin and NPCs also involve SUMOylation, a post-translational modification that relies on the covalent addition of the SUMO (small ubiquitin-like modifier) polypeptide to its protein targets. SUMO moieties are covalently coupled to lysine residues through an enzymatic cascade involving an E1 activating enzyme, an E2 conjugating enzyme and an E3 ligase; removed through the action of SUMO-proteases; and recognized by SIM (SUMO interaction-motifs)-containing proteins, including SUMO-targeted ubiquitin ligases (STUbLs), which can target modified substrates to proteasomal degradation^26,27^. Remarkably, the SUMO pathway is itself compartmentalized within the yeast interphasic nucleus, with the three SUMO ligases (Siz1, Siz2, Mms21) being localized in the nucleoplasm and/or at the inner nuclear membrane^28,29^, while the essential SUMO-protease Ulp1 and the Slx5/Slx8 STUbL are mostly restricted to NPCs^16,30^. In this respect, highly expressed or inducible genes harbor high levels of SUMOylation^31^, and their repositioning to NPCs requires both the SUMO E3 ligase Siz2 and the SUMO-protease Ulp1^14,29,32^. Similarly, SUMOylation waves occur at DNA lesions^33,34^, and the relocation of damaged chromatin to NPCs involves SUMO ligases and SIM-containing NPC-associated factors^19,20,35–37^. Beyond these common signals, it remains however to be understood whether gene gating and damage relocation utilize redundant or overlapping pathways.

Another process connecting high transcriptional activity to genetic instability is the formation of R-loops, which are three-stranded structures formed through the annealing of nascent RNAs onto their DNA templates, thus displacing single-stranded DNA moieties. In yeast, R-loops preferentially form at highly expressed loci^38,39^ and their unscheduled accumulation ultimately leads to replication stress and DSBs accumulation^40^. While the formation of R-loops is sterically prevented by the coating of the transcripts with RNA-binding factors, such as the THO complex^41^ and the spliceosome^42^, their removal from the genome involves dedicated enzymes, including ribonucleases of the RNase H family and DNA:RNA helicases^43^. How R-loops are detected and handled within the nuclear environment is however poorly understood. Notably, coating by the ssDNA-binding complex RPA (replication protein A) has been proposed to sense R-loops and possibly promote their removal through recruitment of RNase H1 in human cells^44^. Strikingly, R-loop accumulation and increased R-loop-dependent genetic instability were scored in yeast nucleoporin mutants^45,46^, raising the possibility that the NPC could also function in hybrid metabolism. In this line, artificial tethering of an R-loop forming gene to the nuclear pore complex was reported to attenuate hybrid levels^46^. Altogether, these findings prompted us to explore whether R-loops themselves could act as a signal for repositioning to NPCs. By combining biochemical and live imaging approaches, we further examined the signals and pathways potentially mediating the association of R-loops with nuclear pore complexes, in light of our knowledge of chromatin-NPC interactions. Finally, we investigated the functional impact that proximity to the pore could exert on R-loop metabolism.

## Results

### Genome-wide association between R-loop-prone loci and NPCs

To investigate the relationships between R-loop formation and gene positioning, we compared the localization of genomic NPC contact sites to maps of DNA:RNA hybrid distribution that we or others had previously generated^38,39^. For this purpose, we performed chromatin immunoprecipitation coupled to sequencing (ChIP-seq) using a functional, myc-tagged version of the scaffold nucleoporin Nic96 as a bait (Fig. 1a). Several NPC contact sites were observed within protein-coding genes, which were more highly transcribed, on average, than the rest of the genome (Supplementary Fig. 1a). Since DNA:RNA hybrid formation also correlates with transcription^38,39^ (Supplementary Fig. 1b), we restricted our analysis to the most highly expressed genes, which were further categorized according to their intron content, a *cis*-acting modulator of R-loop formation^42^. In this way, we were able to compare NPC association between two equally sized groups of genes with similar transcription rates, transcript lengths and base contents (Supplementary Fig. 1c, Supplementary Table 1), but distinctive R-loop levels (Supplementary Fig. 1d, e). Strikingly, R-loop-prone, intronless loci displayed higher Nic96 occupancy over their gene bodies as compared to their R-loop-depleted, intron-containing counterparts (Fig. 1b, c). Furthermore, the extent of Nic96 enrichment over intronless loci correlated with their propensity to form R-loops (Fig. 1b, c, top panels, genes ranked by R-loop levels; Fig. 1d). To confirm this finding, we performed the same analysis on independent datasets of NPC-bound genes, which were previously obtained using distinct scaffold nucleoporins as baits in ChIP-on-chip experiments^47^ (Fig. 1e, f). Similarly, highly expressed, R-loop-forming intronless genes showed enhanced association with Nup170 and Nup157 compared to the intron-containing group (Fig. 1e, f). Importantly, enhanced association to NPCs was observed for a large fraction of the intronless gene set, as notably pointed out by Nup157 ChIP analyses (Fig. 1f). The fact that NPC association is less pronounced for intron-containing loci, despite being similarly transcribed as the intronless group, further rules out that the detected signals reflect the intrinsic bias of ChIP experiments for highly transcribed regions^48^. Overall, our genome-wide analyses indicate that the propensity of genes to form R-loops correlates with their association with NPCs.

**Fig. 1:**
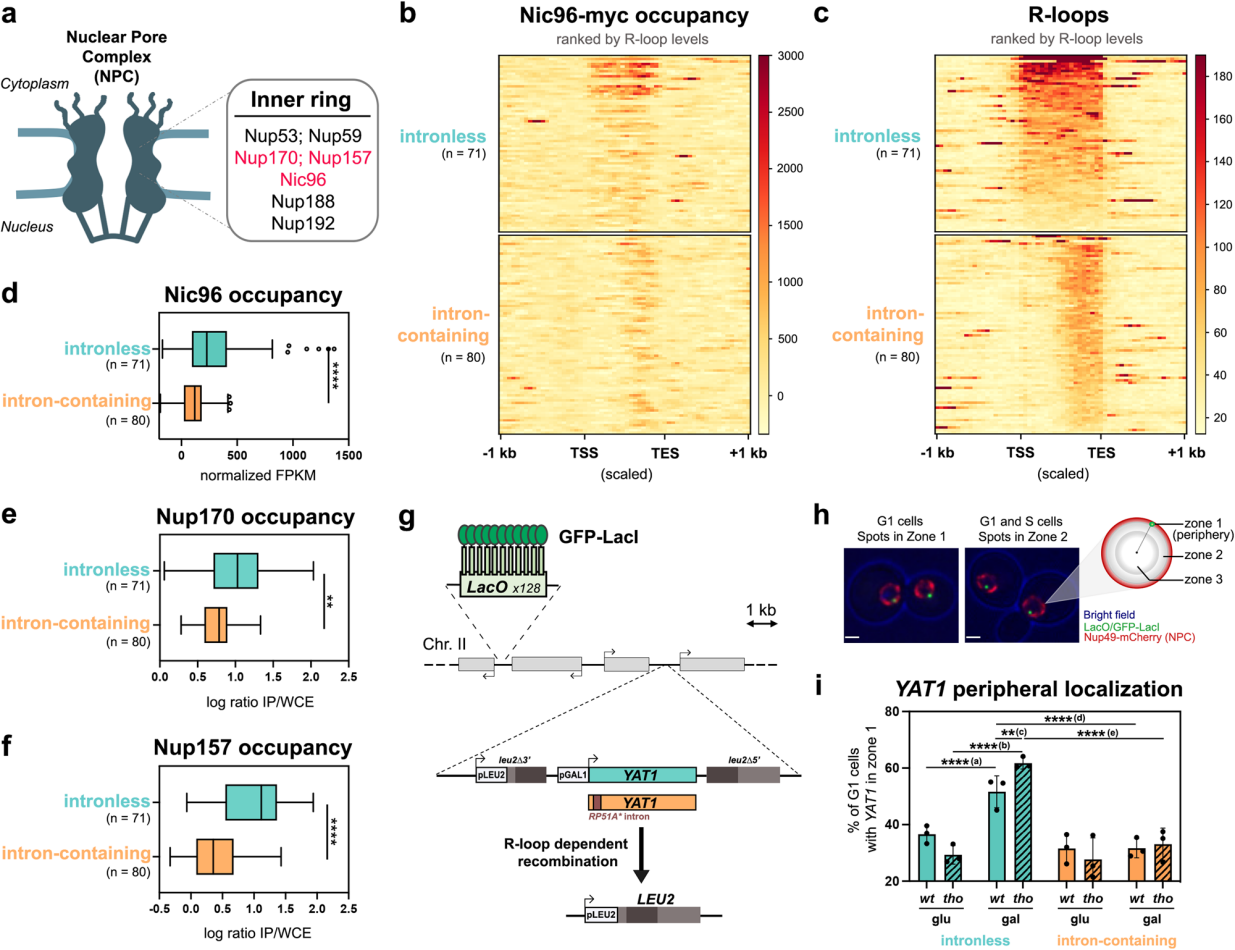
R-loops can be a signal for repositioning to NPCs. **a** Schematic representation of the yeast nuclear pore complex (NPC). The inner ring nucleoporins highlighted in red were used as baits in ChIP-seq (Nic96, this study) and ChIP-on-chip (Nup170, Nup157)^47^. **b** Heatmap analysis of Nic96 occupancy at highly transcribed intronless and intron-containing genes, aligned at their Transcription Start Site (TSS) and Transcription End Site (TES). Only the regions between the TSS and the TES are scaled. Genes are grouped based on their intron content and ranked according to their R-loop levels (**c**)^38^. **c** Heatmap analysis of R-loop levels^38^ at highly transcribed intronless and intron-containing genes, aligned as in (**b**) and ranked according to R-loop signals. **d**–**f** Average Nic96, Nup170 or Nup157 occupancies at highly transcribed intronless and intron-containing genes (Nic96: normalized FPKM; Nup170 and Nup157: average log2 [IP/whole cell extract] for all the probes covering a given genomic feature). Boxes extend from the 25th to 75th percentiles, with the median displayed as a line. The whiskers mark the minimum and maximum, displaying as individual points the values that fall outside of 1.5 time the inter-quartile range of the first or third quartile (Tukey’s definition). Statistical test: two-sided Mann-Whitney-Wilcoxon test; **d**, ****p < 10^−4^; **e**, **p = 1.6 ×10^−3^; **f**, ****p < 10^−4^. **g** Principle of the *YAT1* integrated reporter construct. **h** Principle of the zoning assay. The locus of interest appears as a bright green dot, relative to the nuclear envelope, stained by the Nup49-mCherry nucleoporin. The nucleus is divided in three equivolumetric regions and the dots localizing at the outermost region are scored as peripheral (zone 1). Scale bar = 1 µm. **i** Fraction of G1 cells (%) showing intronless or intron-containing *YAT1* in zone 1 (mean ± SD, *n* = 3 independent experiments), in *wt* or *tho* (*mft1*∆) mutant cells grown in glycerol-lactate medium and further treated with either glucose (glu) or galactose (gal) for 5 h. Statistical test: two-sided Fisher’s exact test; *P*-values were calculated based on the total number of counted cells (between 294 and 480 cells/condition); (a), *p* = 9.7 × 10^−5^; (b), *p* < 10^−8^; (c), *p* = 2.56 × 10^−3^; (d), *p* = 1.41 × 10^−8^; (e), *p* < 10^−8^. Source data are provided as a Source Data file.

### A reporter assay to probe R-loop-dependent relocation to NPCs

To directly assess whether hybrid formation triggers gene localization at NPCs, we engineered a reporter locus in which R-loop accumulation can be locally modulated, and further tracked its nuclear position through live imaging. Since we previously reported that high levels of transcription trigger R-loop formation on the GC-rich *YAT1* ORF, both in vitro and in vivo^42^, we chose to insert this bona fide R-loop forming sequence within the chromosome II *GAL* locus under the control of the inducible *GAL1-10* promoter (Fig. 1g). To further enhance hybrid accumulation, we used a mutant of the THO complex (*mft1∆*, hereafter labeled *tho*), which triggers R-loops and R-loop-dependent genetic instability on the *YAT1* gene^42,49^. Conversely, to locally attenuate hybrid formation, we inserted at the 5’ of the *YAT1* transgene a short artificial intron, which alleviates R-loop formation and R-loop-associated genotoxicity in *cis* without decreasing mRNA levels^42^ (Supplementary Fig. 1f). In these different strains, direct repeats flanking the *YAT1* reporter permitted the quantification of R-loop-dependent recombination events, which reconstitute a functional *LEU2* prototrophy marker (Fig. 1g). Importantly, this assay confirmed that the integrated reporter exhibits increased R-loop-dependent genetic instability in *tho* mutants, a phenotype rescued by the insertion of the intron (Supplementary Fig. 1g), in agreement with our previous observations using plasmid-borne versions of the same constructs^42^. An array of LacI-GFP-bound tandem repeats of the bacterial Lac operator inserted at the same locus allowed us to visualize the position of the reporter gene with respect to NPCs, which were detected using a mCherry-tagged version of the Nup49 nucleoporin (Fig. 1h; Supplementary Fig. 1h). We assigned peripheral localization to the loci positioned in the most external of the three equivolumetric zones in which the nucleus is segmented for image analysis (Fig. 1h). In this assay, the position of a locus can range from ~33% in zone 1 if randomly localized, to 60–70% for well-characterized loci dynamically associated to the NE (*e.g*. telomeres^50^). Of note, we only analyzed unbudded, G1 cells to avoid the possibly confounding effects of replication-dependent relocation to NPCs^22^. As expected, in the absence of transcription (glucose-containing medium), the reporter gene appeared randomly distributed in the nucleus in both wild-type and *tho* mutant cells, regardless of its intron content (Fig. 1i). However, upon transcriptional activation (galactose-containing medium), the fraction of cells with intronless *YAT1* located at the nuclear periphery significantly increased in wild-type cells, a phenotype further enhanced in the R-loop-accumulating *tho* mutant (Fig. 1i). Strikingly, the presence of the intron completely abolished *YAT1* relocation to the nuclear envelope in both wild-type and *tho* mutant cells (Fig. 1i). Altogether, these results support the idea that R-loop accumulation triggers relocation of an inducible locus to NPCs, mirroring the genome-wide observations reported above for constitutively expressed genes.

### Stress-induced transcriptional activation leads to R-loop dependent relocation to NPCs

To expand our findings, we wondered whether stress situations involving the coordinated transcriptional induction of multiple responsive loci would similarly result in their R-loop-dependent repositioning to NPCs. To achieve this, we focused our attention on the heat shock (HS) response since it induces high levels of transcription at heat shock genes (*e.g. HSP104*), some of which were previously reported to relocate to NPCs upon activation^8,51^. Intriguingly, it had been reported that the association of HS-activated loci with NPCs is enhanced in cells lacking the THO complex^52,53^.

First, we investigated whether HS-dependent transcription triggers R-loop formation at responsive loci, using two distinct yet complementary strategies: (i) DNA:RNA hybrid immunoprecipitation (DRIP) with the hybrid-specific S9.6 monoclonal antibody (Supplementary Fig. 2a, left panel), which typically reveals RNase H-sensitive signals on gene bodies, and (ii) RNAse H ChIP (R-ChIP; Fig. 2a, top panel), which reportedly outperforms DRIP in detecting native, transient hybrids^54^. Strikingly, DRIP failed to detect HS-dependent hybrids at the *HSP104* locus, while it successfully identified R-loop formation at a constitutively transcribed locus (*YEF3*, Supplementary Fig. 2a, right panel). In contrast, R-ChIP revealed the specific enrichment of a tagged version of yeast RNase H1 (scRNH1) at *HSP104* upon heat shock, indicating the occurrence of transient, rather unstable hybrids forming at this locus upon transcriptional activation (Fig. 2a, bottom panel).

**Fig. 2:**
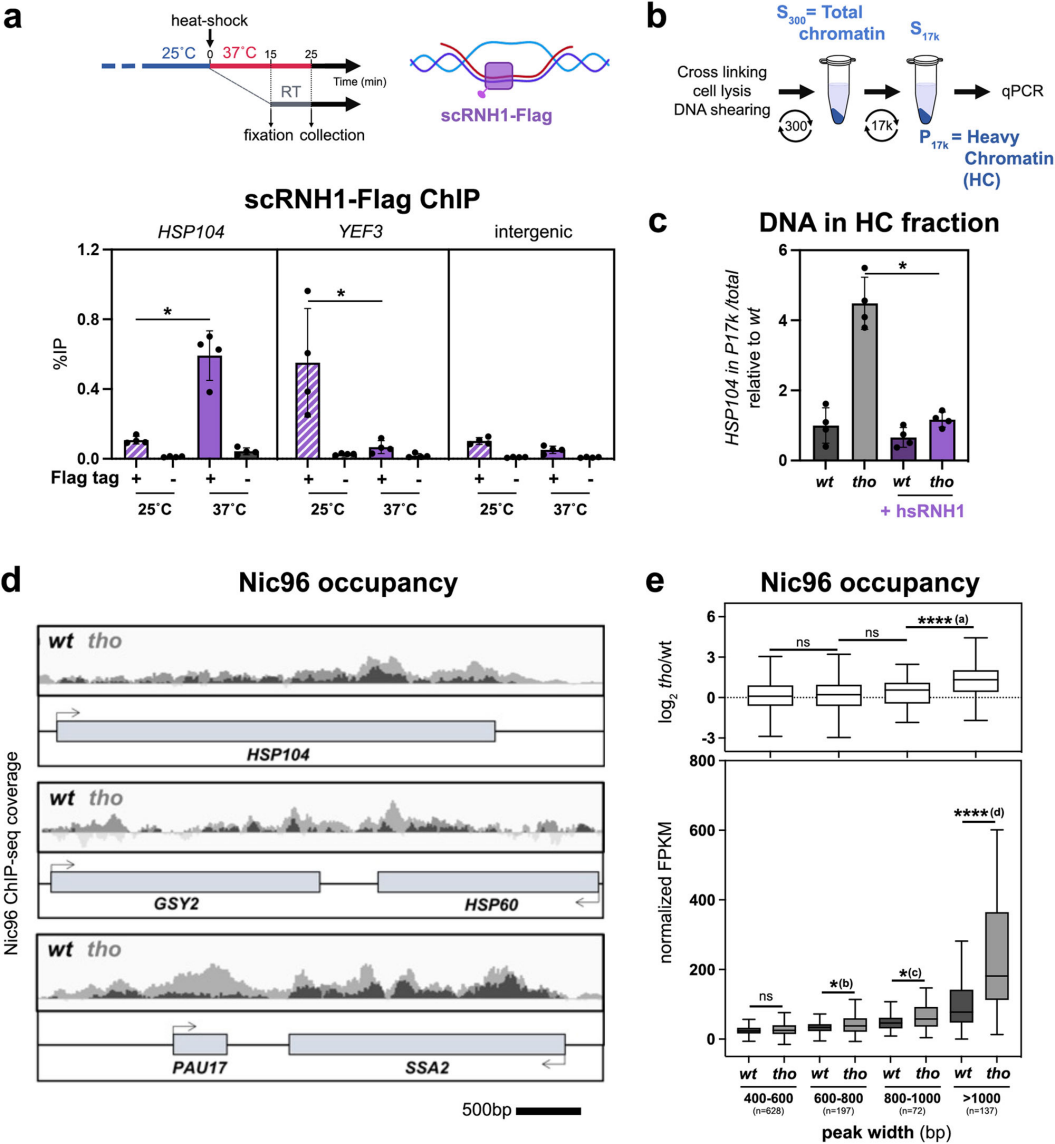
Stress-induced transcriptional activation leads to R-loop dependent relocation to the NPC. **a** Top: timeline of the heat shock and fixation procedure and schematic representation of scRNase H1 binding to the DNA:RNA hybrid within an R-loop; Bottom: scRNase H1-Flag occupancy was analyzed at the indicated loci by ChIP-qPCR in *wt* cells transformed with either an empty vector, or the *tetOFF-scRNH1-Flag* construct, and further grown at 25 °C or heat shocked at 37 °C for 15 min (% of immunoprecipitation; mean ± SD, *n* = 4 independent experiments). Statistical test: two-sided Mann-Whitney-Wilcoxon test; *p = 2.86 × 10^−2^. **b** Principle of the differential chromatin fractionation procedure. The presence of the gene of interest in the pellet (P17k) and supernatant (S17k) fractions is evaluated by qPCR. **c** qPCR-based quantification of the amount of DNA from the *HSP104* locus in heavy chromatin (HC) fractions from *wt* or *tho* (*mft1*∆) mutant cells transformed with either an empty vector or the *GPD-hsRNH1* construct (+hsRNH1), and heat shocked at 37 °C for 15 min (% of *HSP104* in P17K relative to total [S17K + P17K]; mean ± SD, *n* = 4 independent experiments, relative to *wt*). Statistical test: two-sided Mann-Whitney-Wilcoxon test; *p = 2.86 × 10^−2^. **d** Integrative Genomics Viewer (IGV) representative screenshots of Nic96 ChIP-seq coverage in *wt* or *tho* (*mft1*∆) mutant cells heat shocked at 37 °C for 15 min. Scale bar, 500 bp. **e** Nic96 enrichment (bottom panel, normalized FPKM; top panel, log2 [*tho*/*wt*]) in *wt* or *tho* mutant cells heat shocked at 37 °C for 15 min. Nic96-bound regions identified through peak calling were categorized according to peak width (bp). The number of regions is indicated for each category. Box-plots are defined as above (Fig. 1d–f). Outliers identified according to Tukey’s definition are not represented on this scale but have been included in statistical analyses. Statistical test: two-sided Mann-Whitney-Wilcoxon test; (a), *p* < 10^−4^; (b), *p* = 3.59 × 10^−2^; (c), *p* = 1.58 × 10^−2^; (d), *p* < 10^−4^. Source data are provided as a Source Data file.

To further evaluate the role of these hybrids in the interaction of HS genes with NPCs, we interfered with their formation by combining the R-loop-accumulating *tho* mutant with the overexpression of human RNH1 (hsRNH1), a classical strategy to probe R-loop-dependent phenotypes^42,55^. We also took advantage of previous observations reporting that the enhanced peripheral localization of HS genes in *tho* mutants is reflected by their biochemical co-fractionation with NPCs in heavy chromatin (HC) isolates^52^ (Fig. 2b). Strikingly, the increased occurrence of *HSP104* DNA in heavy chromatin fractions after heat shock was suppressed by hsRNH1 overexpression in *tho* mutant cells (Fig. 2c). Of note, co-fractionation was also reduced, albeit to a lower extent, upon over-expression of the tagged version of yeast RNH1 used in R-ChIP experiments (Supplementary Fig. 2b). Importantly, microscopy analyses of *HSP104* locus position using strains with LacO arrays inserted downstream of the gene^52^ revealed that its HS-induced relocation to the nuclear periphery was enhanced in the R-loop-accumulating *tho* mutant (Supplementary Fig. 2c, d), mirroring the results from our fractionation analyses (Fig. 2c). Of note, the repositioning at the nuclear periphery probed by our imaging assays likely reflects gene association with NPCs rather than with other NE domains, as supported by the colocalization of the *HSP104* locus with the typical NPC clusters observed in the *nup133∆* nucleoporin mutant (Supplementary Fig. 2e, f). Furthermore, this R-loop-dependent association with NPCs was not detected for housekeeping genes (*YEF3, ACT1*) or an intergenic region, but was similarly scored in *tho* mutant cells for other HS-induced loci (*e.g. GSY2, PAU17, SSA4*) or the *YAT1* R-loop-forming reporter, supporting its dependence on high transcription and R-loop accumulation (Supplementary Fig. 2g, h).

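ChIP-seq after heat shock was done in S. cerevisiae cells in which Nic96, a scaffold nucleoporin of the inner ring of the NPC, carries a myc tag, and in cells of the same genotype without the tag. Cells grown at 25 °C were shifted to 37 °C for 15 min and were either wild-type (*wt*) or lacked Mft1, a subunit of the THO complex (*tho*). Each strain gave 1 library per condition, so differences between *wt* and *tho* have no replicate check, and the tests describe these libraries and not the conditions. The authors mapped paired-end reads to the sacCer3 genome with Bowtie2, allowing perfect matches only, removed duplicates with SAMTools rmdup, and called peaks with MACS2 for each tagged library against the untagged library of the same strain at 37 °C. The deposited lists give the position and summit of each peak with its fold enrichment over the untagged library and the −log10 of its p and q values. These per-peak values are the authors', and serve only to describe or rank peaks within a list. The lists carry no read counts, so the depth of the libraries is unknown. The *wt* list holds 1248 peaks and the *tho* list 664. The methods give a q-value threshold of 0.05, but 255 *wt* and 56 *tho* peaks have a larger q, up to 0.178 and 0.192, respectively, and these were set aside. The remaining 993 *wt* peaks had a median width of 385 bp (quartiles 290 and 523 bp) and covered 3.85% of the nuclear genome, and the remaining 608 *tho* peaks had a median width of 458 bp (quartiles 329 and 743 bp) and covered 3.36%. Of the *tho* peaks, 37 lay on the mitochondrial chromosome, against 0 of the *wt* peaks. The stricter threshold of q under 0.01 moved the number of *wt* peaks most, to 658, and left 561 *tho* peaks. Peaks were placed on the annotation of the R64 assembly, within whose chromosome lengths every peak ended, and were assigned to the nearest of 6002 nuclear protein-coding genes by their summit. *MFT1* carried no peak in either list, so the lists do not show its deletion.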

To determine whether other genes of the HS regulon similarly display R-loop-induced repositioning, we further mapped HS-induced genomic NPC contact sites by ChIP-seq, using the same nucleoporin bait as above (Nic96). 

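In *wt* cells at 37 °C, 897 of 993 Nic96 peaks had their summit in a protein-coding gene (90.3%, exact binomial 95% confidence interval 88.3 to 92.1%), whereas the median of 10000 random placements of the same peaks within their chromosomes was 72.5% (two-sided permutation of peak positions, p = 0.0002, the smallest these placements can give). In *tho* cells the share was lower than under random placement, with 316 of 608 summits in protein-coding genes (52.0%, interval 47.9 to 56.0%) against a median of 70.1% (same permutation, p = 0.0002). Without the mitochondrial peaks it was 54.3% (310 of 571). Peaks at 25 °C were not analysed here. *HSP104* lies on chromosome XII from 88623 to 91349 of sacCer3, on the forward strand. A single *wt* peak of 2585 bp, from 88742 to 91326, covered 94.8% of the gene, with a fold enrichment of 1.87 and a −log10 q of 5.83. In *tho*, a peak of 1266 bp from 90145 to 91410 covered 44.2% of *HSP104* at its 3′ end (fold enrichment 1.97 and −log10 q 24.8 within its own list), and a second peak of 530 bp at the 5′ end stayed above the q threshold. The *wt* and *tho* summits, at 90607 and 90598, were both in the 3′ part of the gene. At *GSY2* (chromosome XII, 660716 to 662833, forward strand), the *wt* peak of 483 bp lay near the 5′ end and the *tho* peak of 1090 bp covered the 3′ end, or 48.2% of the gene. The convergent *HSP60* gene (663284 to 665002, reverse strand) had no *wt* peak and a *tho* peak of 662 bp over its 3′ end. *PAU17* (chromosome XII, 94747 to 95121, forward strand) was covered by a *wt* peak of 425 bp. In *tho*, a peak of 2539 bp, from 94041 to 96579, spanned *PAU17* and the 3′ part of *SSA2*, where *wt* had a separate peak of 922 bp. Outside that *tho* peak, the 5′ part of *SSA2* held a *wt* peak of 535 bp and a separate *tho* peak of 300 bp. *SSA4* (chromosome V, 364589 to 366517, forward strand) held a *wt* peak of 722 bp within the gene, and a *wt* peak of 3072 bp and a *tho* peak of 2621 bp ran from its 3′ part across the neighbouring *RTT105*, with summits 587 and 646 bp past the end of *SSA4*. The 3072 bp peak had the highest fold enrichment of the *wt* list, 4.40. *YEF3* held a *wt* peak of 489 bp with a −log10 q of 1.38 and no *tho* peak, and *ACT1* held no peak in either list.

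**Figure D1:**
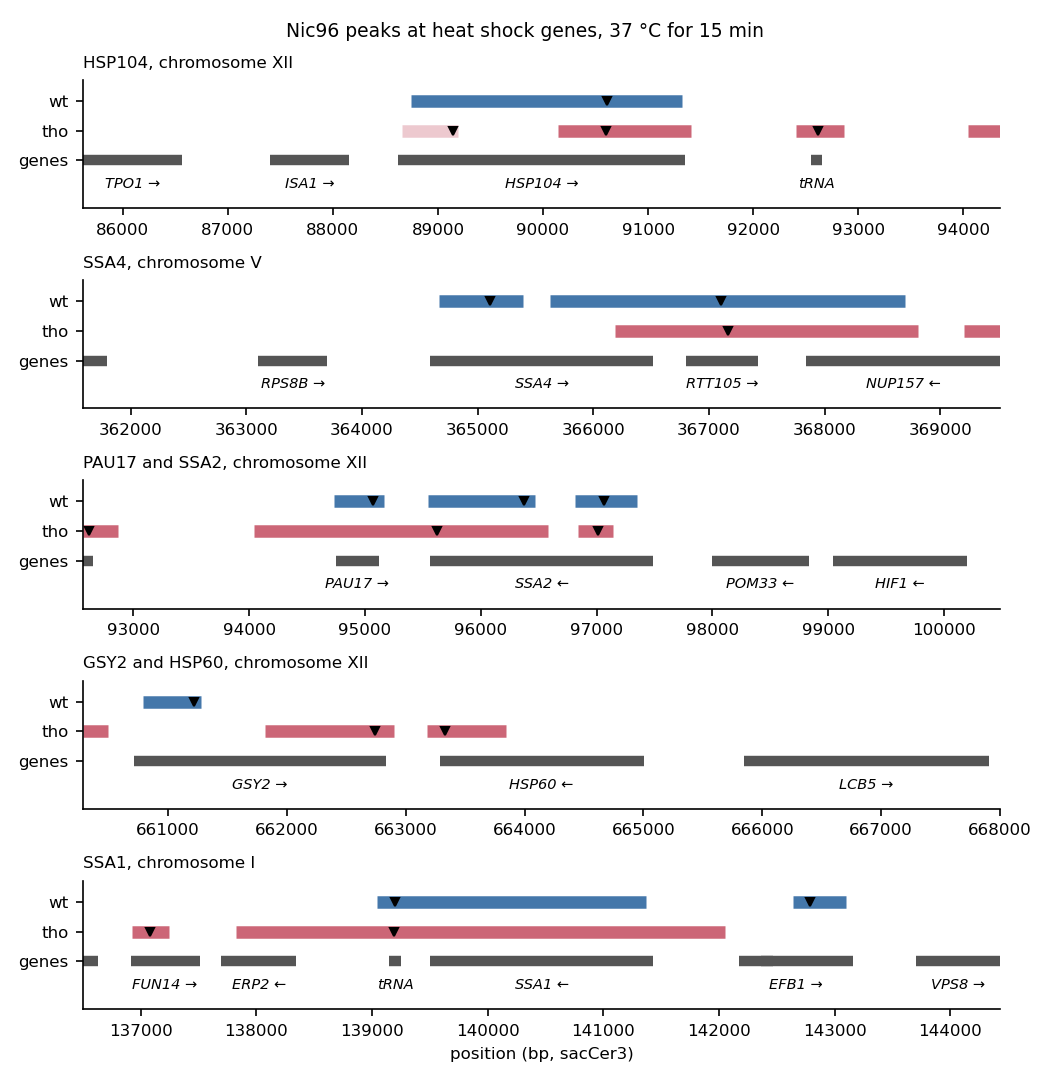
Nic96 peaks in wt (blue) and tho (red) cells at 5 heat shock loci, with genes in grey, arrows for their direction and black triangles for peak summits. The horizontal axis is the position in bp on sacCer3, and the pale peak has a q over 0.05. The wt peak on HSP104 is 2585 bp wide and the tho peak 1266 bp, while at PAU17 and SSA2 a tho peak of 2539 bp spans positions that hold separate wt peaks.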

HS triggered the appearance of extended regions of contact between the NPC and gene bodies in wild-type cells, with increased Nic96 enrichment in the *tho* mutant, as exemplified in Fig. 2d. 

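Peaks were sorted into the width classes of Fig. 2e. In *wt*, 289 peaks were 400 to 600 bp wide, 90 were 600 to 800 bp, 39 were 800 to 1000 bp and 43 were over 1000 bp, the remaining 532 being narrower than 400 bp. In *tho*, the same classes held 158, 70, 41 and 100 peaks, with 239 below 400 bp. Peaks over 1000 bp thus made up 4.33% of the *wt* list (exact binomial 95% interval 3.15 to 5.79%) and 16.4% of the *tho* list (13.6 to 19.6%). Of the 100 *tho* peaks, 17 were mitochondrial, and without that chromosome the share was 14.5% (83 of 571, interval 11.7 to 17.7%). In 19 of the 43 *wt* peaks, and in 7 of the 83 nuclear *tho* peaks, most of the sequence was made of 75-mers that occur again in the genome. When the width limit was set at 800 bp, 81 *wt* and 141 *tho* peaks passed it, and at 1500 bp 20 and 63 did, mitochondrial peaks included. Within the *wt* list, the median fold enrichment of peaks over 1000 bp was 1.15 times that of peaks of 400 to 600 bp (95% bootstrap interval over peaks 1.04 to 1.22), and at q under 0.01 it was 1.09 times, with an interval that includes 1 (0.985 to 1.16). Within the *tho* list it was 1.70 times (interval 1.44 to 2.07), and 1.50 times without the mitochondrial peaks. The fold enrichment is the value at the summit, and a wider peak offers more positions for a high summit. These ratios therefore cannot show that long contacts are more enriched along their length. The *tho* peaks were wider without being more numerous, and the widest were a peak of 7176 bp over *TSL1*, 1 of 6455 bp over *ALD4* and 1 of 5839 bp over *BDH1*. In *wt*, the widest was a peak of 3158 bp in the subtelomeric YJL225C, followed by the peak of 3072 bp next to *SSA4*. Of the 43 *wt* peaks over 1000 bp, 21 were overlapped by at least 1 bp by a *tho* peak (48.8%, interval 33.3 to 64.5%), against a median of 11.6% when *tho* peaks were placed at random (two-sided permutation of peak positions, p = 0.0002, the smallest of 10000 placements). Among all 993 *wt* peaks, 163 were overlapped (16.4%, random median 5.54%, same permutation, p = 0.0002). Conversely, 142 of the 608 *tho* peaks were overlapped by a *wt* peak (23.4%, random median 8.72%, same permutation, p = 0.0002). When the overlap had to cover 50% of both peaks, 7 of the 43 *wt* peaks over 1000 bp were overlapped (16.3%, random median 0%, same permutation, p = 0.0002). The overlapped peaks include some made mostly of repeated sequence, and the peak beside *SSA1*, whose summit lies in a tRNA gene. Random placement does not hold peaks to such sequence, so these overlaps cannot tell shared contacts from signal that both libraries share there. The occupancy of the regions themselves cannot be recomputed from peak lists. In the paper's Source Data, the paper's median FPKM for its 137 regions over 1000 bp is 77.6 in *wt* and 181 in *tho*, and for its 628 regions of 400 to 600 bp it is 23.8 and 25.0.

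**Figure D2:**
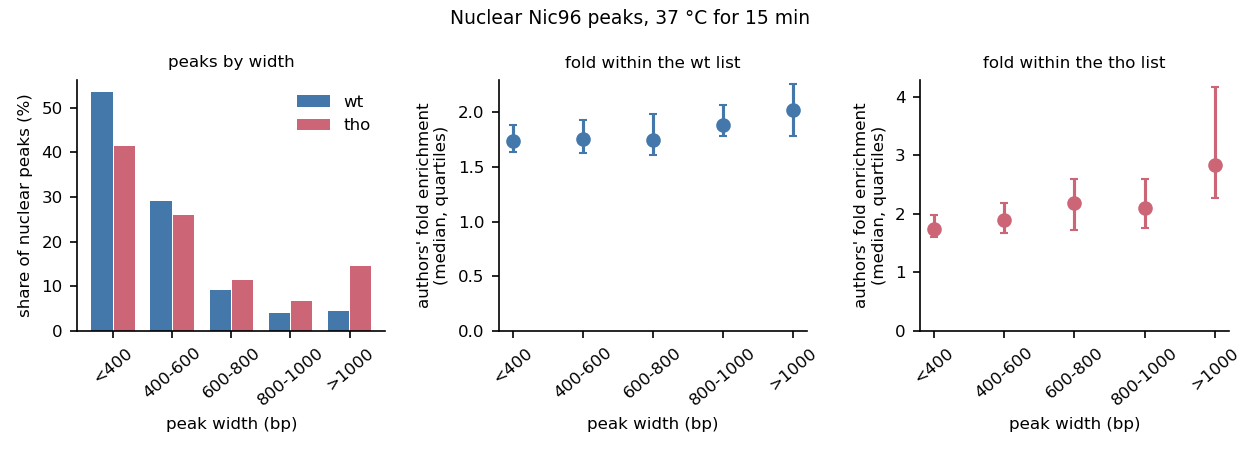
Nuclear Nic96 peaks at 37 °C by width in bp. The left panel gives the share of the peaks of each list (%) in each width class, wt in blue and tho in red, and the other panels give the authors' fold enrichment within each list as the median (point) with the quartiles (bars). Peaks over 1000 bp made up 4.33% of wt and 14.5% of tho nuclear peaks, and their median fold enrichment was 2.02 in the wt list and 2.83 in the tho list, each on its own scale.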

When specific NPC-associated peaks were ranked by size, this increase was deeply marked for long regions (>1 kb; Fig. 2e). 

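The genes nearest to the summits of peaks over 1000 bp were tested against all 6002 nuclear protein-coding genes, separately for the 2 lists, because the paper's text does not name the list its genes came from. Gene ontology (GO) terms were those that the R64 annotation gives with experimental evidence, and 93 genes carried protein folding or a descendant of it and 67 carried response to temperature stimulus or one of the descendants named beforehand. In *tho*, 7 of 81 genes belonged to protein folding, 5.58 times the number expected (one-sided Fisher's exact test, p = 0.000234, Benjamini-Hochberg adjusted p = 0.000701 over the 6 tests of 3 gene lists in 2 strains). They were *CIN2*, *HSP104*, *SSA1*, *SSA2*, *SSC1*, *STI1* and *ZPR1*. The peak assigned to *CIN2* also covers 882 bp at the 3′ end of *HSP82*, with its summit 607 bp past the end of that gene. Assignment by nearest summit therefore leaves out *HSP82*, a heat shock gene that also carries protein folding. Response to temperature stimulus had 3 of these 81 genes, *HSP104*, *SSA1* and *XBP1*, or 3.32 times the number expected, and did not pass the threshold of 0.05 (Fisher's exact test, p = 0.0613, adjusted p = 0.0915). In *wt*, 2 of 41 genes, *HSP104* and *SSA1*, belonged to each term, 3.15 and 4.37 times the number expected, and neither passed the threshold (Fisher's exact test, p = 0.132 and 0.0762, adjusted p = 0.132 and 0.0915). A list of 33 heat shock genes was written before the data were examined. Of these, 25 also carry protein folding and 9 carry response to temperature stimulus. The list gave 7 of 81 genes in *tho*, or 15.7 times the number expected (Fisher's exact test, p = 2.02e-07, adjusted p = 1.21e-06). In *wt* it gave 2 of 41, or 8.87 times (Fisher's exact test, p = 0.0210, adjusted p = 0.0421). The *tho* genes of that list were *HSP104*, *HSP150*, *SSA1*, *SSA2*, *SSC1*, *STI1* and *UBI4*. When every gene overlapped by a peak was counted, the protein folding p-value of *wt* fell to 0.0338, with 3 of 46 genes, and that of *tho* to 1.95e-05, with 11 of 152 genes, while response to temperature stimulus in *tho* moved to 0.240. *SSA1* counts as the nearest protein-coding gene although the summits beside it, at 139198 in *wt* and 139192 in *tho* on chromosome I, lie in a tRNA gene from 139152 to 139254. Without the peaks whose summit is within 200 bp of a tRNA gene, an alternative chosen after seeing the data, the heat shock list no longer passed in *wt* (1 of 40 genes, Fisher's exact test, p = 0.198) and did in *tho* (6 of 78 genes, p = 3.32e-06). With the width limit at 800 bp, the list had 7 of 77 genes in *wt* (16.5 times the number expected, Fisher's exact test, p = 1.42e-07). The difference between the strains was not tested. Having asked whether other genes of the HS regulon are repositioned, the paper reports the ontology of the genes under extended contacts. It then turns to Nic96 ChIP at several of these loci in cells overexpressing hsRNH1.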

Gene ontology analysis of the genes displaying such extended contacts finally revealed an over-representation of heat shock responsive loci (GO: “protein folding”, *p* = 1.5e−4; “response to temperature stimulus”, *p* = 1.25e−3). Finally, Nic96 ChIP assays performed in wild-type or *tho* mutant cells overexpressing hsRNH1 further confirmed the association of NPCs with several of these HS-induced loci (*HSP104, GSY2, PAU17, SSA4*) and its dependence on R-loop accumulation (Supplementary Fig. 2i). Overall, these data indicate that R-loop formation can also act as a trigger for gene relocation to NPCs in the case of a coordinated transcriptional response impacting several distant loci.

### R-loop-dependent gating defines an original NPC relocation pathway

We next investigated the relationships between this newly uncovered R-loop-dependent gene repositioning process and other situations where specific chromatin regions also interact with NPCs (Fig. 3a). Highly expressed and inducible genes were previously reported to associate with nuclear pore complexes during the course of transcriptional activation, in a gene gating pathway requiring the NPC-bound TREX-2 (Transcription and Export) complex^11,13,25^. However, *tho* mutants, in which we scored increased association of R-loop-forming loci with NPCs, have globally reduced transcription rates^41,56^, as notably reported for the *YAT1* gene^42,49^. Moreover, TREX-2 mutants (e.g. *sac3∆*) trigger association of the *HSP104* locus with NPCs at 37 ˚C, as revealed by chromatin fractionation (Fig. 3b). It is likely that R-loop formation also acts as a signal for relocation to NPCs in this mutant, given the reported role of TREX-2 in preventing RNA-dependent genetic instability^57^, including at the *YAT1* gene^42^. The fact that R-loop-dependent-repositioning still occurs in the absence of TREX-2 further supports the notion that this relocation pathway is genetically distinguishable from canonical gene gating.

**Fig. 3:**
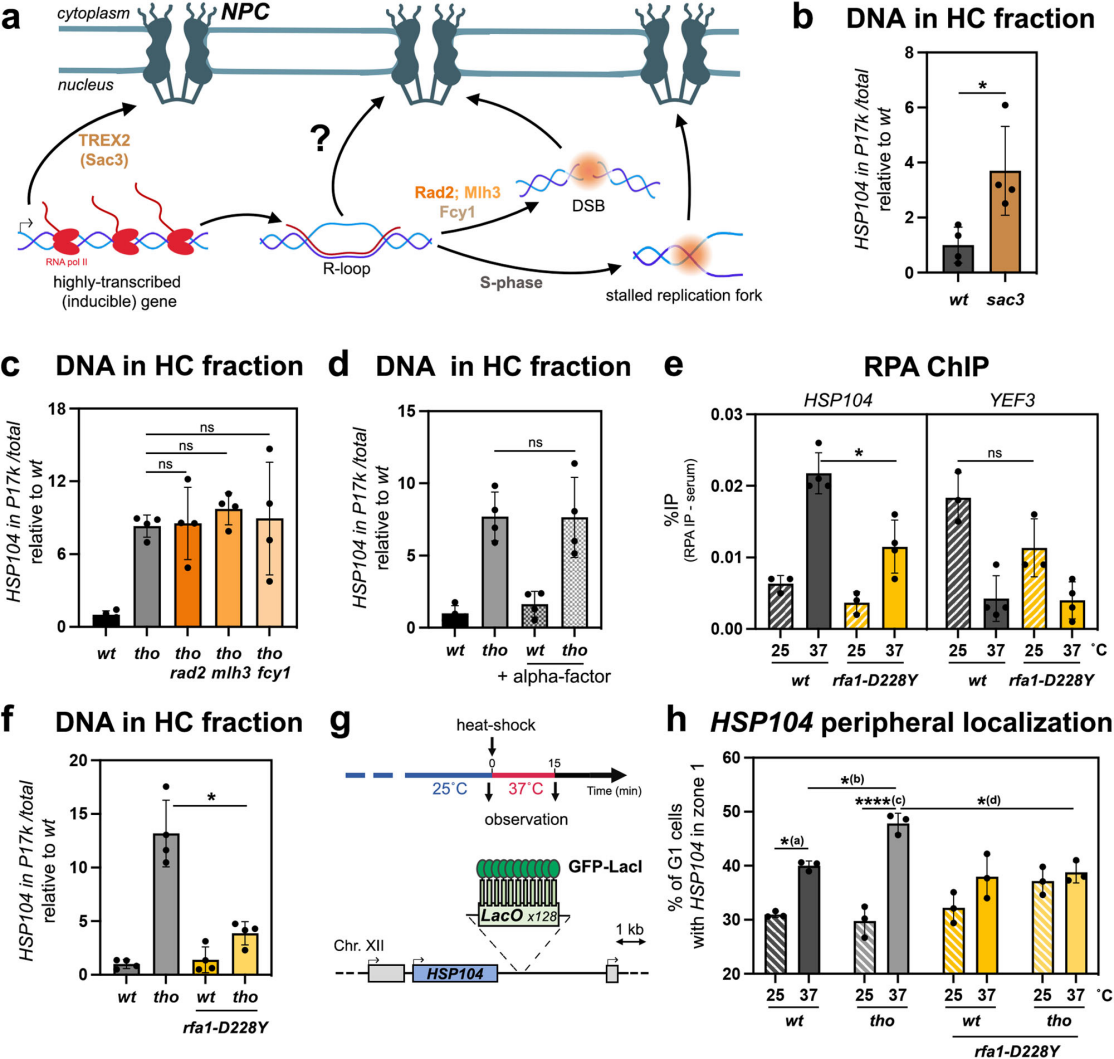
R-loop-dependent relocation to NPCs requires ssDNA coating by RPA. **a** Schematic representation of characterized pathways mediating the relocation of highly transcribed genes and damaged loci to the nuclear periphery, and of their possible relationship with R-loop gating. **b**, **c** qPCR-based quantification of the amount of DNA from the *HSP104* locus in heavy chromatin (HC) fractions from the indicated strains heat shocked at 37 °C for 15 min (% of *HSP104* in P17K relative to total [S17K + P17K]; mean ± SD, *n* = 4 independent experiments, relative to *wt*). Statistical test: two-sided Mann-Whitney-Wilcoxon test; *p = 2.86 × 10^−2^. **d** qPCR-based quantification of the amount of DNA from the *HSP104* locus in heavy chromatin (HC) fractions from from *wt* or *tho* (*mft1*∆) mutant cells heat shocked at 37 °C for 15 min (% of *HSP104* in P17K relative to total [S17K + P17K]; mean ± SD, *n* = 4 independent experiments, relative to *wt*). When indicated, cells were arrested in G1 through alpha-factor treatment (+alpha-factor). Statistical test: two-sided Mann-Whitney-Wilcoxon test. **e** RPA occupancy was analyzed at the indicated loci by ChIP-qPCR in *wt* or *rfa1-D228Y* mutant cells, grown at 25 °C or heat shocked at 37 °C for 15 min (% of immunoprecipitation; mean ± SD, *n* = 4 independent experiments). Statistical test: two-sided Mann-Whitney-Wilcoxon test; *p = 2.86 × 10^−2^. **f** qPCR-based quantification of the amount of DNA from the *HSP104* locus in heavy chromatin (HC) fractions from the indicated strains heat shocked at 37 °C for 15 min (% of *HSP104* in P17K relative to total [S17K + P17K]; mean ± SD, *n* = 4 independent experiments, relative to *wt*). Statistical test: two-sided Mann–Whitney–Wilcoxon test; *p = 2.86 × 10^−2^. **g** Schematic representation of the time-line of the procedure and of the tagged genomic *HSP104* locus used for microscopy experiments. **h** Fraction of G1 cells (%) showing *HSP104* in zone 1 (mean ± SD, *n* = 3 independent experiments), in the indicated strains grown at 25 °C or heat shocked at 37 °C for 15 min. Statistical test: two-sided Fisher’s exact test; *P*-values were calculated on the total number of counted cells (between 210 and 409 cells/condition); (a), *p* = 1.59 ×  10^−2^; (b), *p* = 2.45 × 10^−2^; (c), *p* = 4.96 × 10^−7^; (d), *p* = 1.48 × 10^−2^. Source data are provided as a Source Data file.

We also considered whether R-loop-dependent DNA breakage or replication impairment might be the actual trigger for NPC repositioning, as both DSBs and blocked replication forks were previously shown to relocate to nuclear pore complexes^22^ (Fig. 3a). To investigate the involvement of R-loop processing into DSBs in relocation, we combined the *tho* R-loop-accumulating mutant with the inactivation of enzymes described to trigger R-loop cleavage in yeast (Fig. 3a), i.e., the nucleotide excision repair factor Rad2^58^, the DNA mismatch repair protein Mlh3 and the cytosine deaminase Fcy1^59^. None of the analyzed double mutants showed decreased *HSP104*-NPC co-fractionation as compared to the single *tho* mutant (Fig. 3c), indicating that R-loop-dependent damage is not responsible of *HSP104* peripheral localization upon HS. Noteworthy, the genotoxicity of R-loops mainly arises from their encounter with the replication machinery^60^ (Fig. 3a). To assess whether R-loop-induced repositioning could stem from interferences with replication, we repeated the chromatin fractionation assay in cells synchronized in G1 by alpha-factor treatment. In these conditions, *tho* mutant cells still displayed an increased occurrence of the *HSP104* gene in the NPC fraction, similar to asynchronous cultures (Fig. 3d), in agreement with our microscopy observations in G1 cells (Supplementary Fig. 2d). Altogether, these observations establish that R-loop-dependent loci relocation to the periphery occurs independently of DNA damage and replication.

### R-loop-dependent relocation to the nuclear pore complex requires ssDNA coating by RPA

Our data define an original pathway for NPC relocation, hereafter referred to as “R-loop gating”, in which R-loop accumulation, rather than increased transcription, damage formation or interference with replication, is the primary cause of repositioning. Among the distinctive structural features of R-loops that could be recognized prior to relocation are the ssDNA moieties of these three-stranded structures. We therefore directed our attention to RPA, the main cellular ssDNA-binding complex, which was previously localized to transcribed genes in yeast and associated with R-loop sensing and resolution in mammalian cells^44,61^. To specifically assess the presence of RPA at R-loop forming genes without the confounding effect of its replication-dependent recruitment, we used a strand-specific RPA ChIP-seq dataset obtained from non-cycling yeast cells^62^. By restricting our analysis of RPA occupancy to intronless and intron-containing highly transcribed genes (same groups as Fig. 1b, c), we scored RPA stretches along intronless gene bodies (Supplementary Fig. 3a, b), correlating with their R-loop levels (Fig. 1c, Supplementary Fig. 1d, e) and their association with NPCs (Fig. 1b, d–f). In contrast, RPA binding was nearly undetectable on their R-loop-depleted, intron-containing counterparts (Supplementary Fig. 3a, b). Of note, RPA occupancy was similarly detected at forward and antisense strands in this ChIP assay (Supplementary Fig. 3a, b), an expected pattern since yeast R-loops are typically smaller (∼150bps^63^) than sheared chromatin fragments (Supplementary Fig. 3c).

To confirm the correlation between RPA recruitment and R-loop gating, we used ChIP-qPCR to monitor RPA association to model loci in control and heat shocked cells. RPA recruitment was indeed observed onto *YEF3*, a member of the intronless gene group used above, in control conditions, yet was abolished upon HS (Fig. 3e, right panel), which reportedly represses its transcription^64,65^. In contrast, HS triggered RPA recruitment onto *HSP104* (Fig. 3e, left panel), concomitantly with the activation of this inducible locus. Importantly, RPA recruitment was reduced at both genes in a mutant impairing its association to ssDNA (*rfa1-D228Y*^66–68^), testifying the specificity of the detected signal (Fig. 3e).

To investigate whether RPA recruitment to R-loops is required for NPC repositioning, we assessed the effect of the *rfa1-D228Y* mutation on the relocation of the *HSP104* locus to the nuclear periphery upon inactivation of the THO complex. Strikingly, decreased RPA binding nearly abrogated the co-fractionation of *HSP104* with the nuclear pore complex (Fig. 3f), indicating the crucial role of RPA in NPC relocation. To confirm this finding, we proceeded to score the nuclear localization of the HS-induced *HSP104* locus by microscopy. Remarkably, impairing RPA association to ssDNA virtually suppressed the increase in *HSP104* peripheral localization in *tho* mutant cells (Fig. 3g, h; compare *tho* and *tho rfa1-D228Y*). These data support that RPA senses the formation of R-loops by coating their ssDNA moiety and mediates their relocation at nuclear pore complexes.

### SUMOylation events mediate R-loop-dependent NPC association

The establishment of contacts between transcribed chromatin and nuclear pore complexes was previously reported to involve random sub-diffusion of the targeted locus within the nucleus, followed by its capture at the nuclear periphery by virtue of gene-NPC interactions^69^. We thereby asked whether dedicated factors could mediate the interaction between nuclear pore complexes and RPA-bound R-loop-forming genes undergoing repositioning. Of note, RPA subunits were not previously identified in our proteomic analyses of nuclear pore complexes^70,71^, suggesting the existence of indirect or labile interactions between this ssDNA-binding complex and NPCs. In light of the multiple reports indicating that SUMOylation, a highly reversible post-translational modification, can contribute to NPC-chromatin interactions^19,29,32,35^ while targeting the RPA subunit Rfa1^20,36^, we wondered whether this ssDNA-binding complex could be SUMOylated concomitantly with R-loop gating. To test this hypothesis, we expressed a polyhistidine-tagged version of SUMO (His-SMT3) under the control of its endogenous promoter, to avoid artefacts dues to overexpression, and purified SUMO-conjugates from yeast by denaturing affinity chromatography. Western-blot detection using Rfa1-specific antibodies did not reveal any modified bands in wild-type cells, yet uncovered a slower-migrating version of Rfa1 in a mutant of the NPC-associated SUMO deconjugating enzyme Ulp1 (*ulp1-333)*, with a molecular weight compatible with mono-SUMOylation (Fig. 4a). Performing the same assay in a mutant strain expressing a non-SUMOylatable version of Rfa1, *rfa1-4KR*^72^, further confirmed that this species corresponds to mono-SUMOylated Rfa1 (Fig. 4a). Strikingly, RPA SUMOylation increased upon heat shock induction (Fig. 4a; Supplementary Fig. 4a, b), suggesting that this modification occurs concomitantly with R-loop relocation.

**Fig. 4:**
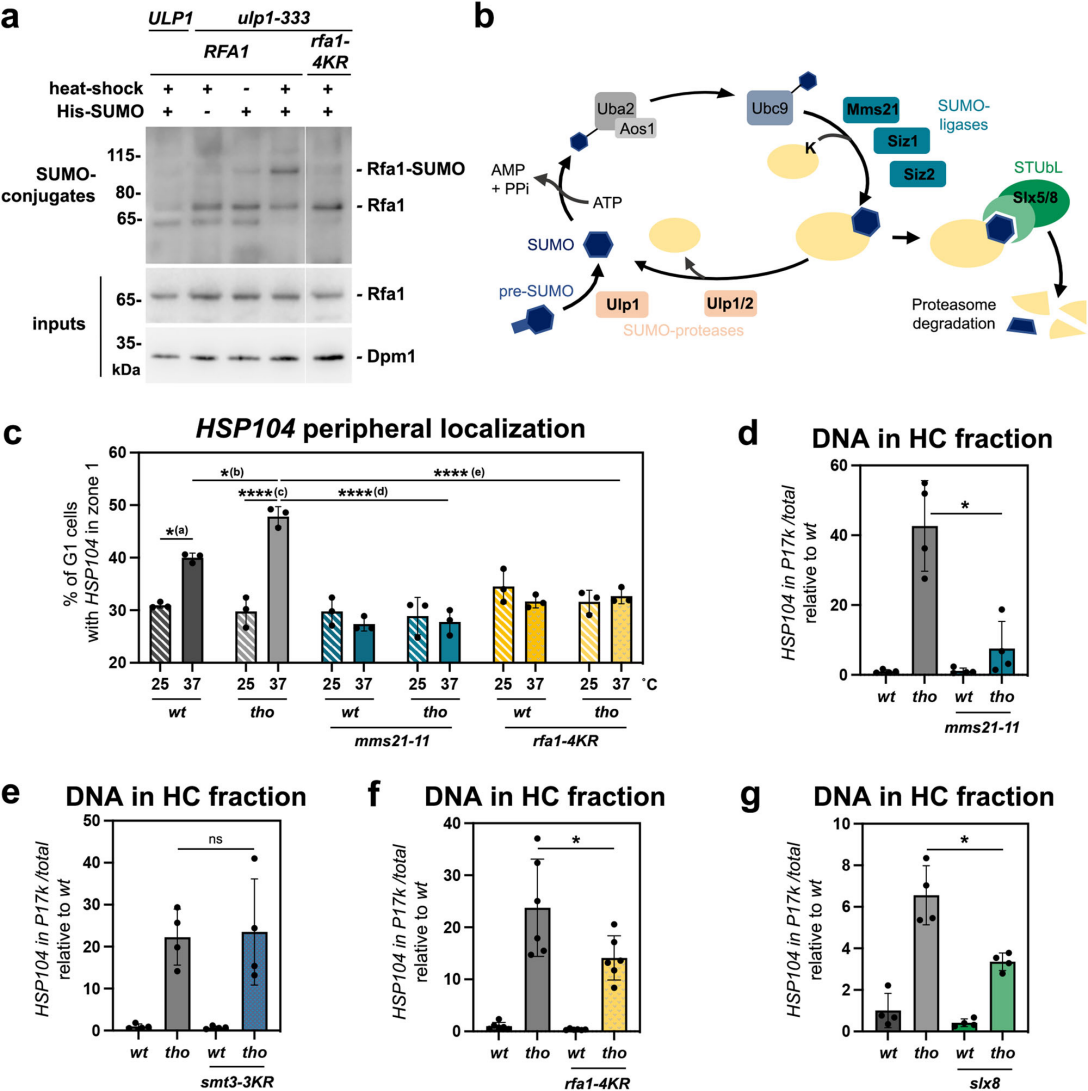
The SUMOylation pathway is involved in R-loop-dependent repositioning to NPCs. **a** Western blot detection of Rfa1 in input fractions (bottom panel) or purified SUMO-conjugates (top panel) obtained from the indicated strains. Cells carrying the His-SMT3 (His-SUMO) construct as indicated were grown at 25 °C or heat shocked at 37 °C for 15 min (heat shock). The positions of Rfa1 species are indicated, as well as molecular weights (kDa, kilodaltons). The apparent molecular mass of the Rfa1-SUMO species is ~90 kDa, which is consistent with mono-SUMOylation (Rfa1: 70 kDa; apparent molecular weight of SUMO: 15–20 kDa). One representative experiment (out of three) is displayed; the two other biological replicates are featured in Supplementary Fig. 4a, b. Dpm1 is used as a loading control for input fractions. **b** Overview of the components of the SUMO pathway in *S. cerevisiae*. **c** Fraction of G1 cells (%) showing *HSP104* in zone 1 (mean ± SD, *n* = 3 independent experiments) in the indicated strains grown at 25 °C or heat shocked at 37 °C for 15 min. Statistical test: two-sided Fisher’s exact test; *P*-values were calculated on the total number of counted cells (between 287 and 409 cells/condition); (a), *p* = 1.59 × 10^−2^; (b), *p* = 2.45 × 10^−2^; (c), *p* = 4.96 × 10^−7^; (d), *p* = 2.84 × 10^−8^; (e), *p* = 4.43 × 10^−5^. Values for *wt* and *tho* mutant cells (in gray) are the same as in Fig. 3h. **d**–**g** qPCR-based quantification of the amount of DNA from the *HSP104* locus in heavy chromatin (HC) fractions from the indicated strains heat shocked at 37 °C for 15 min (% of *HSP104* in P17K relative to total [S17K + P17K]; mean ± SD, *n* = 4 independent experiments for panels **d**, **e**, **g**, *n* = 6 independent experiments for panel **f**, relative to *wt*). Statistical test: two-sided Mann-Whitney-Wilcoxon test; **d**, *p = 2.86 × 10^−2^; **f**, **p = 4.11 × 10^−2^; **g**, *p = 2.86 × 10^−2^. Note that experiments involving *mms21-11*, *smt3-3KR* or *rfa1-4KR* mutants are performed with isogenic W303 derivatives, in which the co-fractionation phenotype is reproducibly more pronounced than in other genetic backgrounds. Source data are provided as a Source Data file.

To further characterize the involvement of SUMOylation in this process, we assessed the impact of the inactivation of several components of the SUMO pathway (Fig. 4b) on R-loop-NPC association using the same combination of biochemical and live imaging approaches as above. Remarkably, *HSP104* peripheral localization was completely suppressed upon removal of the SUMO-ligase domain of Mms21 (Fig. 4c, compare *tho* and *tho mms21-11*), a subunit of the cohesin-like Smc5/6 complex^73^. Similarly, *HSP104* co-fractionation with the nuclear pore complex was strongly alleviated in *mms21-11* mutant cells (Fig. 4d), while it remained unperturbed upon the double inactivation of the two main yeast SUMO-ligases Siz1 and Siz2 (Supplementary Fig. 4c). Conversely, *HSP104* localization to NPCs was unchanged in a SUMO mutant unable to form poly-SUMO chains (*smt3-3KR*; Fig. 4e), suggesting that mono-SUMOylation events, as detected for Rfa1, are sufficient for repositioning. Consistently, preventing Rfa1 SUMOylation reduced the extent of *HSP104* peripheral localization (Fig. 4c, compare *tho* and *tho rfa1-4KR*) and co-fractionation with the nuclear pore complex (Fig. 4f). The fact that loss of Rfa1 SUMOylation (*rfa1-4KR*, Fig. 4f) does not fully phenocopy the RPA ssDNA-binding mutant (*rfa1-D228Y*, Fig. 3f) or the SUMO-ligase inactivation (*mms21-11*; Fig. 4d) suggests the existence of additional SUMOylation events, occurring downstream of RPA binding and involving Mms21 activity towards other factors, possibly associated with R-loops. While it was previously reported that Mms21 can SUMOylate RPA upon genotoxic stress^20^, we could not assess whether this SUMO-ligase is also involved in the Rfa1 SUMOylation events detected upon HS in *ulp1* cells (Fig. 4a), because of the strict co-lethality between *MMS21* and *ULP1* inactivation^73^.

Finally, to investigate the mechanisms by which R-loop-bound, SUMOylated RPA interacts with nuclear pore complexes, we assessed whether repositioning required SUMO-interaction motifs (SIM)-containing NPC-associated factors, i.e., Slx5/Slx8, which were previously found to contribute to damage relocation to the nuclear periphery^22^. Remarkably, inactivation of either of these two factors caused a decrease in *HSP104* co-fractionation with the nuclear pore complex (Fig. 4g, Supplementary Fig. 4d).

Altogether, this body of evidence demonstrates a requirement for the SUMOylation pathway in mediating R-loop relocation and suggests that the anchoring of R-loop-forming genes at nuclear pore complexes involves interactions between R-loop-bound, SUMOylated RPA complexes and NPC SUMO-interaction motifs.

### Gene repositioning to the nuclear pore complex has a protective effect against R-loop toxicity

We next wondered whether relocation of hybrid-forming genes at NPCs could affect R-loop fate and genetic stability. To this aim, we first assessed the fitness of double mutants combining the hybrid- accumulating *tho* mutation and the inactivation of the different factors uncovered here as mediating R-loop repositioning, i.e., the ssDNA-binding complex RPA, the SUMO-ligase Mms21 and the NPC-associated SUMO-interacting factor Slx8. Growth assays revealed a synergic growth defect of *tho rfa1-D228Y*, *tho mms21-11* and *tho slx8* double mutants as compared to each single inactivation at 25 °C or 30 °C (Fig. 5a). These genetic interactions were further exacerbated at 37 °C for *tho rfa1-D228Y* and *tho mms21-11* mutants (Fig. 5a). In contrast, simultaneous loss-of-function of the two SUMO-ligases Siz1 and Siz2, which detectably impacts cell fitness (Supplementary Fig. 4e) but does not impair R-loop relocation (Supplementary Fig. 4c), did not aggravate the growth defects of the R-loop-forming *tho* mutant (Supplementary Fig. 4e). Since none of these mutations appears to prevent *HSP104* induction (Supplementary Fig. 4f-h), these observations point to a protective effect of the R-loop relocation pathway in conditions of R-loop accumulation.

**Fig. 5:**
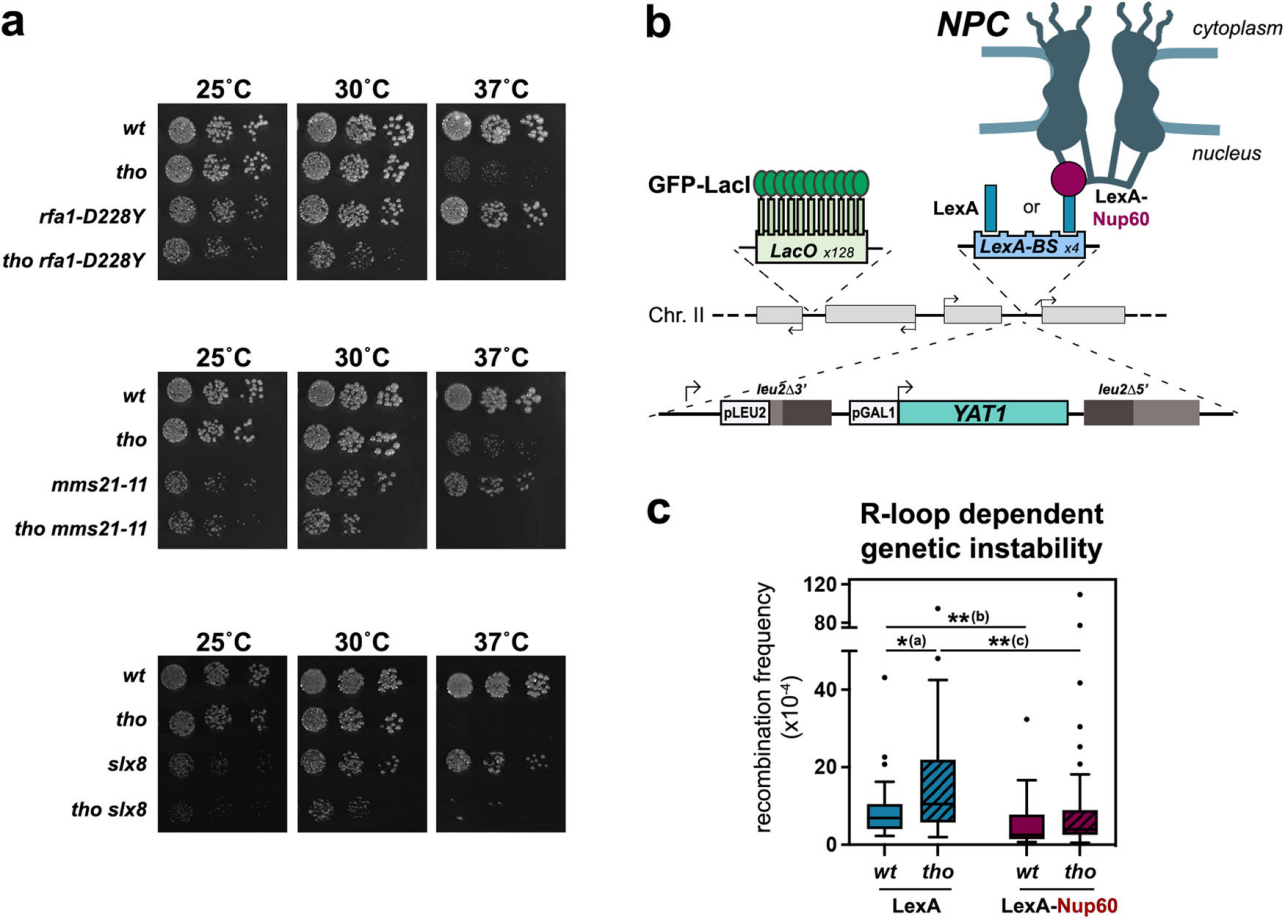
NPC association alleviates R-loop toxicity. **a** Serial dilutions of the indicated strains were grown at the indicated temperatures (25 °C, 30 °C, 37 °C) on rich medium (YPD). **b** Principle of the tethering assay. The intronless version of the *YAT1* transgene, under the control of the *GAL1*-*10* promoter, is flanked by direct *leu2* repeats to allow quantification of R-loop-dependent recombination events. The reporter is integrated at the chromosome II *GAL* locus, which also contains an array of Lac operator (LacO) repeats for microscopy visualization and LexA-binding sites. Expression of the LexA-Nup60 fusion ensures the permanent tethering of the locus to NPCs. **c** Recombination frequencies were calculated for the indicated strains as described in Methods (fraction of Leu+ prototrophs, ×10^−4^; *n* = 31 for *wt* LexA, *n* = 32 for *tho* LexA, *n* = 33 for *wt* LexA-Nup60, *n* = 35 for *tho* LexA-Nup60; *n* refers to biologically independent cultures). Glucose treatment was achieved for 1 h following 6 h growth in glycerol-lactate medium. Box-plots are defined as above (Fig. 1d–f). Statistical test: two-sided Mann-Whitney-Wilcoxon test; (a), *p* = 2.57 × 10^−2^; (b), *p* = 1.2 × 10^−3^; (c), *p* = 1.6 × 10^−3^. Source data are provided as a Source Data file.

To further investigate the consequences of NPC association on R-loop metabolism, we set out to monitor R-loop-dependent genetic instability upon persistent peripheral localization of a hybrid-forming locus. To this aim, we took advantage of the presence of LexA-binding sites (LexA-BS) downstream of the *YAT1* reporter system used above (Fig. 1g), and co-expressed a fusion of the bacterial LexA protein to the basket nucleoporin Nup60 to tether the locus to the nuclear pore complex (Fig. 5b), as previously achieved^32^. Microscopy analyses validated high levels of peripheral localization for *YAT1* in LexA-Nup60-expressing cells, independently of its transcriptional status (Supplementary Fig. 4i, red bars), confirming the efficiency of the tethering system. As expected from our previous observations (Fig. 1i), transcriptional activation (galactose medium) induced increased localization of the reporter to the nuclear envelope in wild-type cells expressing the LexA protein alone, a phenotype further enhanced in the *tho* mutant (Supplementary Fig. 4i, blue bars). In this context, introducing the tethering construct did not further increase the peripheral localization of the reporter in *tho* cells. To circumvent this issue, we thereby performed recombination assays upon low levels of transcription of the reporter (glucose-containing medium). In these conditions, cells displayed low but detectable levels of R-loop-dependent recombination, as this phenotype could be enhanced in the *tho* mutant (Fig. 5c, in blue). Strikingly, recombination frequencies were significantly reduced when the gene was persistently attached to the nuclear pore complex (Fig. 5c, in red). Altogether, these observations support a protective effect of the NPC against R-loop dependent genetic instability.

## Discussion

In this study, we demonstrate that the co-transcriptional formation of R-loops can trigger the relocation of highly expressed or inducible genes to NPCs (Figs. 1–2). Our data support a model in which the coating of ssDNA by RPA and Mms21-dependent mono-SUMOylation events allow the sensing of R-loops and their association with nuclear pore complexes, where they are bound by SIM-containing NPC partners (Figs. 3–4). Proximity to the NPC would then alleviate R-loop accumulation and/or genotoxicity (Fig. 5), thus allowing to maintain high transcription levels while preserving genetic integrity (Supplementary Fig. 5).

Our genome-wide analyses of NPC-associated genes first unveiled a correlation between nuclear pore complex association and the propensity to form R-loops (Figs. 1b–f, 2d, e). The generation of high-resolution R-loop maps, especially in conditions of stress or metabolic shift in which loci relocation is detected, could provide further insights into the mechanisms of hybrid sensing and NPC targeting. In this respect, recently described RNase H-based R-loop capture methods^39, 54^ shall provide greater sensitivity in mapping short-lived DNA:RNA hybrids, particularly upon HS (Fig. 2a; Supplementary Fig. 2a) or in *tho* mutants where transcription is lower at certain loci^41^. Together with the observation that highly expressed, R-loop-deprived intron-containing genes do not associate with NPCs (Fig. 1), our findings support the idea that NPC association is driven by R-loop patterns rather than transcriptional activity. Consistently, interfering with R-loop formation at model loci in *cis*, through the insertion of an intron (Fig. 1i) or in *trans*, via RNAse H over-expression (Fig. 2c; Supplementary Fig. 2b, h, i), similarly abrogated relocation at nuclear pore complexes without down-regulating transcription. Although indirect effects of splicing or RNase H activity cannot be excluded, these observations support that R-loops are the primary causes of NPC repositioning. Whether R-loop formation also partakes in the multiple situations where transcriptional activation drives NPC relocation^74^ yet remains to be investigated.

Our genetic dissection of the signals and pathways underlying the relocation of hybrid-forming genes further supports that R-loop gating does not occur through TREX-2 dependent recruitment to NPCs (Fig. 3b), DNA damage formation (Fig. 3c) or replication impairment (Fig. 3d). While we cannot formally exclude that DSBs could arise at R-loop-forming loci independently of the nucleases assessed here (Fig. 3c), it should be noted that the peripheral localization of DNA breaks requires Siz2-dependent poly-SUMOylation^35^, in contrast with R-loop repositioning, which specifically involves Mms21-dependent mono-SUMOylation (Fig. 4c–e; Supplementary Fig. 4c). Our data rather suggest that it is the direct sensing of the R-loop structure itself through the ssDNA-binding RPA complex that mediates NPC relocation. Indeed, RPA is detected onto R-loop forming genes with a dependency for high transcription levels and DNA-binding activity (Fig. 3e), in the absence of replication (Supplementary Fig. 3a, b), and decreased RPA recruitment hinders NPC association (Fig. 3f–h). The labeling of RPA-coated R-loops by Mms21-dependent mono-SUMOylation may further distinguish them from other types of ssDNA-exposing structures, providing competence for binding to the nuclear pore complex via SIM-containing NPC partners (Fig. 4g; Supplementary Fig. 4d). Different mechanisms could restrict the activity of this SUMO-ligase to R-loop-forming regions. Mms21 is part of the cohesin-like Smc5/6 complex, which was shown to be recruited to DNA in a R-loop-dependent manner in the context of Epstein-Barr Virus infection^75^, this association being possibly fostered by the increased affinity of this complex for branched DNA structures in vitro^76^. Moreover, Mms21 enzymatic activity has been shown to be enhanced by ssDNA binding in vitro^77^. In line with the *modus operandi* of SUMO-ligases, which typically lack substrate specificity and trigger protein group SUMOylation once recruited^34^, Mms21 could thereby target several distinct, yet-to-be-identified R-loop-bound factors at hybrid-forming loci. The fact that RPA SUMOylation increases concomitantly with R-loop gating (Fig. 4a), and that loss of Rfa1 SUMOylation substantially diminishes NPC association (Fig. 4c, f) suggests that RPA is one of the main targets in this process. In the future, assessing the SUMOylation of RPA or other R-loop-associated factors in distinct genetic situations leading to hybrid accumulation shall shed light on the pattern of modifications specifically leading to R-loop repositioning. Remarkably, Mms21-dependent mono-SUMOylation is also required for the relocation of replication forks spanning triplet nucleotide repeat regions (TNRs), where stalled intermediates associate with NPCs prior to damage formation and checkpoint activation, thus alleviating repeat instability^18,20^, and which also reportedly form R-loops^59,78^. RPA SUMOylation has also been detected in senescent telomerase-negative cells, concomitantly with the NPC repositioning of eroded telomeres^36^. Although the R-loop gating pathway proceeds independently from replication (Fig. 3d), it thus shares common factors with these alternative relocation processes, suggesting the existence of convergent mechanisms ensuring the detection and the labeling of non-canonical ssDNA-containing structures.

Repositioning to NPCs is generally described as beneficial for gene expression and the maintenance of genome integrity. Tethering experiments indicate that the proximity to nuclear pore complexes indeed alleviates R-loop accumulation^46^ and R-loop-dependent recombination (Fig. 5c). In contrast, preventing R-loop repositioning by interfering with the RPA/Mms21 pathway gives rise to synthetic lethality in hybrid-forming *tho* mutants (Fig. 5a). Similarly, inactivation of the Nse1 subunit of the Smc5/6 complex enhances the growth defect of R-loop-accumulating RNase H mutants (*rnh1*∆ *rnh201*∆^79^). It remains to be determined whether decreased cell fitness is actually caused by excess R-loop accumulation in these different situations. Remarkably, mutants of the Smc5/6 complex and of the Nup84 complex, which supposedly anchors Slx5/8 to NPCs^16^, similarly display increased levels of R-loops in yeast^45,79^. How the NPC environment ultimately influences R-loop fate also requires future investigation. The vicinity to the NPC could allow the mRNA to engage more rapidly in its export path, facilitating its eviction from the transcription site and thus preventing R-loop formation, as previously proposed^46^. Alternatively, the association with NPCs could give access to dedicated R-loop-resolving enzymes, or other factors protecting these structures from breakage. However, none of our previous proteomic analyses of nuclear pore complexes identified interactors related to R-loop metabolism, at least in wild-type cells^70,71^. Finally, recruitment to NPCs could allow the removal of R-loop-bound proteins stabilizing the hybrids or promoting their processing into genotoxic intermediates. In this respect, Ulp1-mediated deSUMOylation, Slx5/8-dependent ubiquitination and degradation by the proteasome, which also resides at the nuclear basket^80^, could ensure such clearance events. Whether RPA removal from R-loops requires its proteolysis and further destabilizes these three-stranded structures at NPCs remains to be explored. In a scenario combining these different models, a “pioneering” R-loop would form during early transcription cycles and rapidly engage the induced gene in NPC association. This event would both allow the local destabilization of the R-loop and prevent the subsequent formation of additional DNA:RNA hybrids at this locus (Supplementary Fig. 5). R-loop-dependent repositioning would thus be particularly critical for inducible genes undergoing several rounds of transcription in a short timeframe, ensuring the high rate of RNA production necessary to sustain viability.

## Methods

### Yeast strains and plasmids

All *S. cerevisiae* yeast strains used in this study (listed in Supplementary Table 2) were obtained by homologous recombination and/or successive crosses. W303 derivatives are *RAD5*+. The construction of the plasmids used in this study (listed in Supplementary Table 3) was performed using standard PCR-based molecular cloning techniques and was checked by sequencing. Yeast strains and plasmids generated in this study are available upon request, without restrictions. Cells were grown at the indicated temperature in standard yeast extract peptone dextrose (YPD) or synthetic complete (SC) medium supplemented with the required nutrients. For heat shock, cells were grown at 25 °C in the appropriate medium to OD_600nm_ = 0.5–0.6, quickly shifted at 37 °C by addition of one volume of medium prewarmed at 49 °C or one half-volume of medium pre-warmed at 61 °C and further maintained at 37 °C for 15 min in a water-bath. For experiments involving *GAL* promoter induction, cells were grown at 30 °C in glycerol-lactate (GGL: 0.17% YNB, 0.5% ammonium sulfate, 0.05% glucose, 2% lactate and 2% glycerol) supplemented with the required nutrients prior to induction with glucose or galactose (2%) for 5 h. For experiments involving tet-OFF scRNase H1 induction, cells transformed with the RNH1-overexpressing construct were grown in SC medium supplemented with doxycycline (5 µg/mL, Sigma) and induction was achieved by transferring cells in fresh medium without doxycycline for 16 h. G1 cell cycle arrest was triggered at 25 °C by three sequential additions of alpha-factor (2 µg/ml, Biotem) spaced by 1 h, prior to heat shock; effective synchronization was verified by microscopy observation of cell morphology and flow cytometry. Growth assays were performed by spotting serial dilutions of exponentially growing cells on solid medium and incubating the plates at the indicated temperatures for 2 days.

### Chromatin immunoprecipitation

For Nic96 ChIP-seq, cells were crosslinked for 10 min with 1% formaldehyde at RT under agitation. Excess formaldehyde was quenched with glycine 0.25 M, cells were washed with cold TBS (20 mM Tris, 150 mM NaCl), and pellets were frozen and conserved at −80 °C. Cell pellets were resuspended in lysis buffer (50 mM Hepes pH7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate) supplemented with 1 mM PMSF and protease inhibitors (cOmplete Tablet, Roche) and lysed by beads-beating (Precellys® 24, Bertin). The lysate was sonicated with a Bioruptor (Diagenode) and centrifuged at 2000 × *g* for 15 min at 4 °C. The supernatant was incubated with anti-Myc (9E10, Santa Cruz Biotechnology, RRID:AB_627268) on a rotating wheel overnight at 4 °C. Dynabeads Protein G (Thermo Fisher Scientific) were equilibrated in lysis buffer and 30 μl were added per sample and incubated on a rotating wheel for 2.5 h at 4 °C. Beads washes were as follows: twice with lysis buffer, twice with lysis buffer supplemented with 360 mM NaCl, twice with wash buffer (10 mM Tris-HCl pH8, 0.25 M LiCl, 0.5% IGEPAL, 1 mM EDTA, 0.1% Na-deoxycholate) and once with TE (10 mM Tris-HCl pH8, 1 mM EDTA). Antibodies were uncoupled from beads with 100 μl of Elution Buffer (50 mM Tris-HCl pH8, 10 mM EDTA, 1% SDS) for 10 min at 65 °C. Decrosslinking was performed at 65 °C overnight. After 30 min of RNase A treatment (20 μg, Roche), proteins were digested by the addition of 100 μg of Proteinase K (Sigma) and incubation for 1.5 h at 37 °C. DNA was purified using the kit InnuPrep PCRpure (Eurobio) and eluted into 35 μl of H_2_O prior to library preparation and deep-sequencing.

For Nic96 ChIP-qPCR, cells (20 OD) were cross-linked with formaldehyde 1% for 10 min at the same temperature used for the growth, in the presence of potassium phosphate 100 mM pH 7.5. Excess formaldehyde was quenched with glycine 0,27 M, cells were washed with cold TBS, and pellets were frozen in liquid nitrogen. Frozen cells were lysed by bead beating in 1 mL of lysis buffer (50 mM HEPES pH7.4, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na deoxycholate, 4 μg/mL pepstatin A, 180 μg/mL PMSF and protease inhibitor, as above). Chromatin sonication was achieved using a Bioruptor (Diagenode) and the fragmented chromatin was recovered in the supernatant after a 5 min 2500 × *g* centrifugation at 4 °C. An aliquot was taken as an input fraction (2%) and the remaining sample was mixed overnight at 4 °C with 10 μL of anti-Myc (9E10, Santa Cruz Biotechnology Cat#sc-40, RRID:AB_627268; final concentration 1:100) in the presence of 0.5% (w/v) bovine serum albumin (Sigma) and 47.5 μg/mL salmon testes DNA (Sigma). Dynabeads Protein G (10 μL, Thermo Fisher Scientific) were then pre-coated for 1 h in blocking buffer (lysis buffer as above containing 0.5% (w/v) bovine serum albumin [Sigma] and 47.5 μg/mL salmon testes DNA [Sigma]) and mixed with the immunoprecipitation mixtures for 1 h. Beads washes were as follows: twice with lysis buffer; twice with lysis buffer supplemented with 360 mM NaCl; twice with 10 mM Tris pH 8, 250 mM LiCl, 0.5% Nonidet-P40, 0.5% deoxycholate, 1 mM EDTA, and once with 10 mM Tris–HCl pH 8, 1 mM EDTA. Immunoprecipitated complexes were eluted for 10 min at 65 °C in 100 μL 50 mM Tris pH 8, 10 mM EDTA, 1% SDS, and deproteinized with 16 μg proteinase K in the presence of 250 mM NaCl for 1 h at 42 °C and for 30 min at 65 °C. Input and immunoprecipitated DNAs were purified with the QIAquick DNA purification kit (Qiagen) and further quantified by real-time PCR.

RNase H ChIP was performed with the same protocol as the Nic96 ChIP with the exception that the fragmented chromatin was mixed with 25 μL of Anti-FLAG® M2-Agarose beads (Sigma) overnight at 4 °C, prior to the washes.

RPA ChIP was achieved as above, with the following modifications. The fragmented chromatin (obtained from 25 OD of cells) was mixed overnight at 4 °C with either anti-RPA (Agrisera Cat# AS07 214; RRID:AB_1031803) or a pre-immune control serum (5 μL each; final concentration 1:200), in the presence of 0.5% (w/v) bovine serum albumin (Sigma) and 47.5 μg/mL salmon testes DNA (Sigma). Input and immunoprecipitated DNAs were purified with the Nucleospin Gel and PCR Clean-up kit (Macherey Nagel) prior to real-time PCR.

### Genome-wide sequencing

DNA libraries were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s specifications. Each library was quantified on Qubit with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and size distribution was examined on the Bioanalyzer 2100 with High Sensitivity DNA chip (Agilent), to ensure that the samples have the proper size, no adaptor contamination and to estimate sample molarity. Each library was diluted to 1 nM and then pulled together at equimolar ratio. Libraries were denatured according to the manufacturer’s instruction and sequenced on a mid-output flow cell (130 M clusters) using the NextSeq 500/550 Mid Output kit v2.5 150 cycles kit (Illumina), in paired-end 75/75 nt mode, according to the manufacturer’s instructions.

### Bioinformatic analyses

Highly expressed intronless and intron-containing gene groups were defined as before^42^, with the exception that genes encompassing repeated sequences leading to ambiguous mapping were excluded from the analysis (see Supplementary Table 1 for the list of the 71 intronless genes and 80 intron-containing genes considered here).

Nic96 ChIP-Seq data quality was assessed using FastQC^81^. Paired-end reads were mapped to *S. cerevisiae* genome (2011, SacCer3) with Bowtie2^82^, allowing only perfect matches. Duplicated reads were removed using SAMTools rmdup^83^ to obtain Binary Alignment Mapped (BAM) file. Normalized fragments per kilobase per million mapped fragments (FPKM) were subjected to peaks calling using MACS2^84^ with a *q*-value < 0.05. Peak annotation was done with the BEDTools ClosestBed^85^ by determining the closest genomic feature to the summit position of the MACS2 peak. Normalized bigwig files (subtracting the no tag ChIP from the Nic96 ChIP) and heatmaps were obtained using deepTools2^86^. Read profiles were visualized with the Integrative Genomics Viewer (IGV)^87^. Nup170 or Nup157 enrichments were represented as the average log2 (IP/input) for all the probes covering a given genomic feature. For RPA ChIP-seq, normalized bigwig files (subtracting the input from the RPA ChIP) and heatmaps were obtained using deepTools2^86^.

The following calculations were used to evaluate biases in base content: GC skew = (G-C)/(G + C); AT skew = (A-T)/(A + T). Nic96 (this study), RPA^62^ and R-loop^38^ occupancies were determined by integrating ChIP- or DRIP-seq counts over transcription units (Fig. 1d; Supplementary Figs. 1d, 3b).

### Chromatin fractionation

Differential chromatin fractionation was performed as previously described^52^. Cells (20 OD) were cross-linked with formaldehyde 1% for 10 min at 37 °C in the presence of potassium phosphate 100 mM pH 7.5. Excess formaldehyde was quenched with glycine 0.27 M, cells were washed with cold TBS, and pellets were frozen in liquid nitrogen. Cell pellets were resuspended in Lysis buffer (50 mM Hepes pH 7.5; 150 mM NaCl; 1 mM EDTA pH8; 1% Triton X-100; 0.1% Na deoxycholate; 0.1% NP40; 0.1% SDS; 4 μg/mL pepstatin A; 180 μg/mL PMSF) and lysed by bead beating using a Fastprep (QBIOGENE). Following a centrifugation for 10 min at 12,000 × *g* in a bench centrifuge at 4 °C, the chromatin pellet was resuspended in lysis buffer and sonicated with a Bioruptor (Diagenode). The lysate was then centrifuged 10 min at 300 × *g* to remove cellular debris and 1 mL of the supernatant, containing the chromatin, was further centrifuged for 10 min at 17,000 × *g* to isolate the heavy chromatin fraction. The pellet was washed in lysis buffer and resuspended in 100 µL elution buffer (50 mM Tris pH8; 10 mM EDTA; 1% SDS). To decrosslink, 50 µg of proteinase K were added to 100 µL of the supernatant (S17K) and the resuspended pellet (P17K), and the samples were incubated 30 min at 37 °C and 1 h at 65 °C. DNA was purified with the QIAquick DNA purification kit (Qiagen) according to the manufacturer’s instructions and quantified by real-time PCR.

### DNA:RNA hybrid detection

DNA:RNA hybrid immunoprecipitation (DRIP) was performed using the S9.6 DNA:RNA hybrid-specific monoclonal antibody according to a published procedure^38,88^, with the following modifications. Briefly, genomic DNA was phenol-extracted from 25 OD of exponentially growing yeast cells and isolated by ethanol precipitation. 40 µg of purified DNA were digested by a cocktail of restriction enzymes (EcoRI, HindIII, XbaI, SspI, BsrGI; FastDigest enzymes; Thermo Fisher Scientific) for 30 min at 37 °C in a total volume of 100 µL. Specificity of the DRIP signal was determined by including 20 units of RNase H (New England Biolabs) in the digestion reaction. An aliquot of the digested DNA was taken as an input fraction (5%); the remaining sample was diluted fourfold with TBS 0,1% Tween 20 and mixed overnight at 4 °C in the presence of 0,3 µg of S9.6 purified antibody^42^. Immunoprecipitated DNA fragments were further captured on protein G Sepharose beads (GE Healthcare) mixed with the immunoprecipitation mixtures for 1 h at 4˚C. Beads were then washed 5 times with TBS Tween buffer and the immunoprecipitated hybrids were eluted for 20 min at 65 °C in 100 μL 50 mM Tris pH 8, 10 mM EDTA, 1% SDS and then deproteinized with 16 μg proteinase K in the presence of 250 mM NaCl for 1 h at 42 °C and for 30 min at 65 °C. Input and immunoprecipitated DNAs were purified with the QIAquick DNA purification kit (Qiagen) according to the manufacturer’s instructions and further quantified by real-time PCR.

### RNA extraction

Total RNAs were purified from 10 OD of cells using the Nucleospin RNAII kit (Macherey Nagel) according to the manufacturer’s instructions. For quantitative PCR (RT-qPCR), RNAs were reverse-transcribed using random hexamers (P(dN)6, Roche) and Superscript II reverse transcriptase (Thermo Fisher Scientific).

### Nucleic acid analyses

DNA amounts in ChIP, DRIP, chromatin fractionation, and cDNAs samples were quantified by real-time PCR with a LightCycler 480 system (Roche) using SYBR Green incorporation according to the manufacturer’s instructions. For IP experiments, the amount of DNA in the immunoprecipitated fraction was divided by the amount detected in the input to evaluate the percentage of immunoprecipitation (% of IP). For RPA ChIP, the % of IP obtained using a control pre-immune serum was subtracted to the one from anti-RPA IPs. For differential chromatin fractionation, the amounts of DNA in the P17K and S17K fractions were quantified; the % of DNA in the heavy chromatin fraction was calculated as P17K/(P17K + S17K). Measurements of cDNA levels following RT-qPCR were normalised to *ACT1* mRNAs. The sequences of the primers used in this study are listed in Supplementary Table 4.

### Protein analyses

SUMO-conjugates were isolated from yeast cells expressing a polyhistidine-tagged version of SUMO using nickel agarose denaturing chromatography as previously described^70^, starting from 50 mL of exponentially growing cells (OD_600_ = 0.5–1). Protein samples were separated on 4–12% precast SDS-PAGE gels (Thermo Fisher Scientific). Proteins were further detected by western-blot following transfer to PVDF membranes. The following validated antibodies were used: anti-RPA polyclonal antibody (same as for ChIP), 1:1000; anti-Dpm1 monoclonal antibody (ThermoFisher Scientific Cat#A6429; RRID: AB_2536204), 1:1000; anti-rabbit HRP secondary antibody (Jackson Immunoresearch Cat#711-035-152; RRID:AB_10015282), 1:5000. Images were acquired using chemiluminescent reagents (Supersignal, Thermo Fisher Scientific) with a ChemiDoc MP Imaging System (Bio-Rad).

### Live cell imaging

Exponentially growing cells were harvested by centrifugation and mounted on slides for imaging. Live cell images were acquired using a wide-field inverted microscope (Leica DMI-6000B) equipped with Adaptive Focus Control to eliminate Z drift, a 100×/1.4 NA immersion objective with a Prior NanoScanZ Nanopositioning Piezo Z Stage System, a CMOS camera (ORCA-Flash4.0; Hamamatsu) and a solid-state light source (SpectraX, Lumencore), piloted by the MetaMorph software (Molecular Device). For GFP-mCherry two-color images, 19 focal steps of 0.20 μm were acquired sequentially for GFP and mCherry with an exposure time of 100 ms using solid-state 475- and 575-nm diodes and appropriate filters (GFP-mCherry filter; excitation: double BP, 450–490/550–590 nm and dichroic double BP 500–550/600–665 nm; Chroma Technology Corp.). Processing was achieved using the ImageJ software (NIH). Images shown are z projections of z-stack images. Image analysis was realized with the FIJI software^89^. Distances between loci and nuclear envelope were measured using either the PointPicker plugin^90^ or a home-made macro. The G1 stage was determined on the basis of cellular morphology (unbudded cells).

### Hyper-recombination assay

Independent clones were individually resuspended in 1 mL glycerol-lactate medium, grown for at least 2 h at 30 °C and then induced with glucose or galactose (2%) for the indicated period of time. Cells were resuspended in water, appropriate dilutions were plated on SC medium lacking leucine to estimate the number of Leu+ recombinants, or complete medium to estimate cell survival, and plates were incubated for 2 days at 30 °C. Hyper-recombination rates were defined as the proportion of Leu+ prototrophs.

### Quantification and statistical analysis

The following statistical tests were used to evaluate the statistical differences between strains/conditions: two-sided Mann-Whitney-Wilcoxon rank sum test, to assess (i) Nic96, Nup170, Nup157, Rnh1 or RPA occupancies in ChIP-seq, ChIP-chip or ChIP-qPCR analyses, (ii) gene abundances in chromatin fractionation assays, and (iii) recombination levels; two-sided Fisher’s exact test, to compare the fraction of cells showing localization of the locus of interest in zone 1 or at NPC clusters in microscopy experiments. Box-plots were represented according to Tukey’s definition using Prism v8.0.2. Standard conventions for symbols indicating statistical significance are used (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, *p* > 0.05, not significant) and exact *p*-values are provided whenever possible.

### Supplementary information

Supplementary Information

Peer Review File

### Source data

Source Data File

## Data Availability

The complete sequencing data generated during this study (Nic96 ChIP-seq) have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE225324. Sequencing data were mapped to the SacCer3 version of the budding yeast genome. RNase H CRAC datasets^39^ are available through the GEO Series accession number GSE195936. DRIP-seq data^38^ were retrieved from the Sequence Read Archive with the accession number SRP071346. Nup170/Nup157 Chip-on-chip datasets^47^ and RPA ChIP-seq data from control, alpha-factor-arrested cells^62^ were obtained from GEO through accession numbers GSE36795 and GSE182203. Source data are provided with this paper and include the numeric data supporting all featured graphs, as well as uncropped scans from blot images and drop assays. All the other data generated in this study are provided in this article and its Supplementary Information files. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

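The data are Nic96 ChIP-seq peak lists from 2 of the 6 samples of the experiment, the Nic96-myc libraries of *wt* and *tho* cells after 15 min at 37 °C. The untagged libraries and the libraries at 25 °C were mapped to their conditions but are not analysed here on their own. There is 1 library per condition, which leaves no replicate check, and no p-value compares the conditions.

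The authors mapped paired-end reads to sacCer3 with Bowtie2, keeping perfect matches, removed duplicates with SAMTools rmdup and called narrow peaks with MACS2 against the untagged library of the same strain and temperature. The deposited fold enrichment is the ratio of the tagged to the untagged library at the summit. The deposited −log10 values are those of the MACS2 p-value and q-value, and the deposited score is the whole part of 10 times the −log10 p-value. The number of reads is not given, so the depth is unknown and limits the precision in a way that could not be measured. Intervals on shares of peaks are exact binomial intervals at the 95% level and cover counting of peaks only.

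The methods state a q-value under 0.05, but the deposited lists reach a −log10 p-value of 2.01 in *wt* and 2.04 in *tho*, and q-values of up to 0.178 and 0.192. The threshold stated in the methods was applied, leaving 993 and 608 peaks. This was decided after the range of the q-values and the number and width of the peaks had been seen and before the gene lists and the overlaps were computed, and all deposited peaks were used as an alternative. The deposited starts count from 0 and were converted to count from 1. Every peak ended within the chromosome lengths of the R64 assembly, and genes, tRNA genes and GO terms were taken from its annotation.

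Shares of summits in protein-coding genes, overlaps of at least 1 bp between the lists and tRNA genes with a peak were compared with 10000 random placements of the peaks within their chromosomes, with a fixed seed. The smallest p-value these can give is 0.0002 two-sided and 0.0001 one-sided. For the placement of tRNA peaks over the nuclear genome, 2000 placements were drawn. Ratios of median fold enrichments have bootstrap intervals from 2000 draws of peaks. Gene lists were tested with one-sided Fisher's exact tests on the genes nearest to summits of nuclear peaks over 1000 bp. Paper-defined groups of intronless and intron-containing genes were compared with two-sided Fisher's exact tests, for which 70 of the 71 intronless and all 80 intron-containing genes were found in the annotation.

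The terms taken for response to temperature stimulus were fixed before the data were examined. The descendants taken for protein folding were chosen afterwards, and the 64 genes of the term alone were used as an alternative. A first pass over the gene lists with a wider set of temperature terms covered 4 peak settings, 2 strains, 2 ways of assigning genes and 3 gene lists, 48 tests in all, and had been seen before the settings reported here were written up. Of the same 48 combinations with the terms reported here, only 24 are distinct, because q under 0.01 and the merging of peaks both leave the genes of peaks over 1000 bp the same as the main settings. Over the distinct tests, protein folding in *tho* had a p-value under 0.05 in 4 of 4 and response to temperature stimulus in 0 of 4, and in *wt* these were 2 of 4 and 0 of 4. The heat shock list had a p-value under 0.05 in all 4 distinct tests of each strain. The assignment by nearest summit is the one fixed beforehand, and was kept although counting overlapped genes gives lower p-values for protein folding and the heat shock list. With the settings that change one choice at a time, 76 tests of the 3 lists were made, of which 12 repeat the main genes. Over the 64 distinct tests the adjusted p-value of protein folding in *tho* is 0.000787 and that of the heat shock list in *wt* 0.0434.

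The genes named are those the paper names for heat shock ChIP experiments in its text or in Fig. 2d, the genes nearest to the 5 widest peaks of each list, members of the gene lists with a peak over 1000 bp, and *MFT1*, *NIC96* and *ADH1* as checks of the strains. The tRNA gene beside *SSA1* was singled out after its position was seen. *NIC96* held 1 *wt* peak, of q over 0.05, and no *tho* peak.

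The scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated peaks. In 50 simulations, 10 genes of the heat shock list were placed under nuclear *tho* peaks over 1000 bp, of which there are 83. Each planted summit was set at the middle of its gene. The share recovered among 6002 genes was 100%, which this placement all but fixes in advance. It therefore checks the code, and not summits outside genes or lists with few hits. Of 200 randomly placed lists, 0% had a Fisher p-value under 0.05. Alternatives covered the q-value threshold, merging of peaks, the width limit, the gene assignment, the background, the overlap rule and the random placement.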

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

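The tests of explanations for the mitochondrial peaks, the repeated sequence and the 3′ ends were chosen only after these results were seen. The counts of tRNA genes were planned before the data were examined.

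Peaks on the mitochondrial chromosome, which the paper does not discuss, appeared in *tho* and not in *wt*. The *tho* list held 37 of them over the untagged *tho* library, 17 of them over 1000 bp wide, and the *wt* list held 0. Their median fold enrichment within the *tho* list was 10.7, against 1.89 for nuclear peaks, and they made up 33 of the 50 *tho* peaks with the highest fold enrichment. A candidate technical explanation is a lower share of mitochondrial DNA in the untagged than in the tagged *tho* library, which would raise the whole chromosome. The peaks covered 50.6% of its 85779 bp, which passes by less than 1 percentage point the limit of 50% written for this explanation, and coverage alone was at first read in its favour. That reading was withdrawn after a second value had been seen, because only 16.4% of their bases lay in annotated mitochondrial genes, below the central 95% of random placements (25.0 to 55.6%), which an even rise would not give. This explanation and an uneven signal in the tagged library cannot be told apart, since 1 library per condition and no read counts were at hand. Contacts that follow transcribed mitochondrial genes are argued against by the same 16.4%, which also lies below the central 95% of all rotations of the peaks around the chromosome (26.3 to 47.6%). The peaks overlapped 34 of its 46 genes, within the central 95% of the rotations (24 to 39). The GC content was 16.5% in the peaks and 17.7% outside them. The *tho* mutation distinguishes the 2 lists, but the tagged and the untagged *tho* library both carry it. It could therefore account for these peaks only through a signal that depends on the tagged Nic96, which was not tested.

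Extended *wt* peaks lay at repeated sequence. Of the 75-mers in the 43 *wt* peaks over 1000 bp, 46.6% occur again in the genome, against a median of 5.76% for random placements (central 95%, 0.563 to 13.7%). In 19 of the 43 peaks most of the sequence was repeated, and 20 lay within 25000 bp of a chromosome end, where 3.53 would be expected. Reads shared between copies of a repeat could therefore contribute to these peaks, although the mapping of such reads was not examined. In *tho*, the share was 5.33% over 83 nuclear peaks, within the random range of 1.61 to 11.2%, which argues against the same explanation for the extended *tho* peaks as a set. Whether subtelomeres of *wt* cells contact NPCs stays open and was not tested.

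More tRNA genes held a peak than under random placement, a signal at genes the paper does not discuss. In *wt*, 30 of 275 nuclear tRNA genes overlapped a peak, against a random median of 12 (two-sided permutation of peak positions, p = 0.0002, the smallest that 10000 placements can give). In *tho* there were 46, against a median of 10 (same permutation, p = 0.0002), and 16 tRNA genes held a peak in both lists. Of the nuclear peaks over 1000 bp, 1 in *wt* and 3 in *tho* had their summit within 200 bp of a tRNA gene. No technical or biological explanation was tested for this pattern, and a difference between the strains was not tested.

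Summits of extended peaks lay nearer to a 3′ end of a protein-coding gene than to a 5′ end. In *tho* this held for 54 of 83 nuclear peaks over 1000 bp (65.1%, exact binomial 95% interval 53.8 to 75.2%), against a random median of 48.2% (one-sided permutation of summit positions, p = 0.0011). In *wt* it held for 28 of 43 peaks (65.1%, interval 49.1 to 79.0%, random median 48.8%, same permutation, p = 0.0191). The side tested was the side already seen, so these p-values describe the excess and are not an independent test of chance placement. Without the peaks mostly of repeated sequence, the *tho* share was 69.7% (53 of 76, same permutation, p = 0.0003), while the *wt* share was 62.5% (15 of 24) and no longer passed the threshold (p = 0.122). Peaks of up to 1000 bp showed a smaller excess, 55.8% in *wt* and 55.9% in *tho*. As a hypothesis, extended contacts in *tho* may centre on the ends of transcribed genes, although gene length and convergent neighbours were not separated from this. The difference between the strains was not tested.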

How the results depend on the processing

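The alternatives without the mitochondrial chromosome, with all deposited peaks, with random placement in place of Fisher's exact test, with other sets of GO terms, without peaks at repeats or tRNA genes, with every gene overlapped by a peak of any width, and the union of both lists were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and for the same reason no replicate was left out. The unknown depth limits every comparison of the 2 lists.

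Merging peaks closer than 200 bp changed nothing, because the closest peaks of the main lists are 228 bp apart in *wt* and 241 bp in *tho*. The direction of the shares of summits in genes, the overlaps between the lists and the counts of tRNA genes kept their side of the threshold under each alternative run for them. The summit share ranged from 86.8 to 91.0% in *wt* and from 50.4 to 54.3% in *tho*, and with a reciprocal overlap of 50% the overlapped share of *wt* peaks was 6.14%, still above its random median of 1.21%. No result reversed.

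At q under 0.01 the number of *wt* peaks fell to 658. With a width limit of 800 bp the number of extended *wt* peaks was 81, and with 1500 bp it was 20 in *wt* and 63 in *tho*, as the construction of these limits implies. The ratio of median fold enrichments in *wt* ranged from 1.08 to 1.22, and at q under 0.01, where it was 1.09, its interval included 1. In *tho* the ratio moved to 1.43 with the limit of 800 bp and to 2.18 with 1500 bp.

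Neither merging nor q under 0.01 tests the gene lists, because both leave the genes of peaks over 1000 bp the same as the main settings. Protein folding passed the threshold in *tho* under all 10 of its other alternatives, with p-values between 1.12e-05 and 0.00162. In *wt* it was past the threshold at 5.87 times the number expected with the limit of 800 bp (Fisher's exact test, p = 0.000170), at 6.45 times with 1500 bp (p = 0.0377), at 4.21 times when every overlapped gene was counted (p = 0.0338) and at 2.04 times when this was done for peaks of any width (p = 0.000295), within a range of p-values from 0.000170 to 0.466. Response to temperature stimulus in *wt* passed at 8.96 times with 1500 bp (Fisher's exact test, p = 0.0205), at 7.47 times without peaks mostly of repeated sequence (p = 0.0289) and at 1.81 times for genes overlapped by peaks of any width (p = 0.0119), within a range from 0.0119 to 0.363. In *tho* it passed at 3.06 times with 800 bp (Fisher's exact test, p = 0.0411), at 3.62 times with genes of at least 1000 bp (p = 0.0489) and at 3.63 times without peaks mostly of repeated sequence (p = 0.0492), within a range from 0.0411 to 0.240. In the union of both lists, where it was 2.42 times the number expected (Fisher's exact test, p = 0.127), it passed at 2.63 times with 800 bp (p = 0.0405) and at 3.84 times with 1500 bp (p = 0.0428). The cause of these changes was not tested.

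The heat shock list passed in *tho* under each of its 9 other alternatives, and in *wt* under 8 of the 9. With peaks over 1000 bp and the nearest genes it holds *HSP104* and *SSA1*, and without peaks at tRNA genes, which removes *SSA1*, it was 4.55 times the number expected and no longer past the threshold (Fisher's exact test, p = 0.198). With the limit of 800 bp it held 7 of 77 *wt* genes, 16.5 times the number expected (Fisher's exact test, p = 1.42e-07). Peaks of any width overlapped 20 of the 33 genes of the list in *wt* (p = 2.17e-10 by Fisher's exact test) and 17 in *tho* (p = 1.97e-11).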

Differences from the paper's values

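The paper's text does not say which peak list its width classes and GO genes come from, so each list and the union of both, with overlapping peaks merged, were compared with the paper's values. The union was chosen after seeing the data.

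For regions of 400 to 600 bp, the Source Data of Fig. 2e holds the paper's 628 regions, and 289 *wt* peaks, 158 *tho* peaks and 408 union regions were found here. None of the alternatives set before the data were examined closed these gaps. With all deposited peaks, chosen after seeing the values, the union held 453 regions, within 1.5 times the paper's number. For 600 to 800 bp, the paper's 197 regions compare with 90 *wt* peaks and 70 *tho* peaks, and for 800 to 1000 bp the paper's 72 regions compare with 39 and 41. For regions over 1000 bp, the paper's 137 compare with 43 *wt* peaks. No alternative closed these gaps for a single list. The *tho* list alone gave 100 regions over 1000 bp, within 1.5 times the paper's number. This included mitochondrial peaks, and the 83 nuclear regions alone were not within 1.5 times. The union gave 145, 67 and 135 regions in these 3 classes, none of which is more than 1.5 times off the paper's numbers. With all deposited peaks it gave 164, 72 and 140, and without the mitochondrial chromosome 140, 64 and 118.

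For protein folding, the paper's p-value is 1.5e-4, and 0.000234 was found in *tho*, 0.132 in *wt* and 0.00157 in the union. In *tho*, none of the alternatives set before the data were examined came within 1.5 times of the paper's value, while leaving out peaks mostly of repeated sequence, and counting every gene overlapped by a peak of any width, both chosen after seeing the values, gave 0.000132 and 0.000141. In *wt*, the limit of 800 bp, set before the data were examined, gave 0.000170, and the other alternatives did not close the gap. In the union, counting every overlapped gene gave 0.000114, a combination chosen after seeing the values.

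For response to temperature stimulus, the paper's p-value is 1.25e-3, and 0.0613 was found in *tho*, 0.0762 in *wt* and 0.127 in the union. No alternative closed these gaps. The paper states that the term is over-represented, whereas here it did not pass 0.05 in either list or in the union with peaks over 1000 bp and the nearest genes. The term as taken here holds 67 genes, and only 9 of the 33 genes of the heat shock list carry it. An unlike annotation or background can therefore not be told apart from an unlike result. Settings that did pass 0.05, without reaching the paper's value, were the limit of 1500 bp in *wt* (p = 0.0205 by Fisher's exact test), and in *tho* the limit of 800 bp and genes of at least 1000 bp (p = 0.0411 and 0.0489), all set before the data were examined. Leaving out peaks mostly of repeated sequence in *wt* and *tho* (Fisher's exact test, p = 0.0289 and 0.0492) and the limits of 800 and 1500 bp in the union (p = 0.0405 and 0.0428), chosen after seeing the values, passed as well. So did counting every gene overlapped by a *wt* peak of any width, also chosen after seeing the values (16 of 792 genes, Fisher's exact test, p = 0.0119), which in *tho* gave 0.231.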

Other observations

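The tests of gene length bias, of the *ADH1* terminator and of the number of weak peaks were chosen only after the results were seen.

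The number of weak peaks kept in the lists was tested as an explanation of the larger number of extended peaks in *tho*. From all deposited peaks to q under 0.01, the nuclear *wt* peaks fell from 1248 to 658, while those over 1000 bp went from 46 to 41 in *wt* and from 85 to 83 in *tho*. The ratio of *tho* to *wt* was 2.02 at q under 0.01, against 1.85 with all deposited peaks. This comparison cannot decide the question, because few extended peaks were weak and the filter could hardly change the ratio. The *wt* list also held more deposited nuclear peaks (1248 against 627 in *tho*), so it was not *tho* that kept more weak peaks. Among the 100 top-ranked nuclear peaks of each list by −log10 q, 19 in *wt* and 60 in *tho* were over 1000 bp, a ratio of 3.16. The ratio fell to 2.41 among the top 200, 2.23 among the top 300 and 2.08 among the top 571. A difference in depth or enrichment between the libraries stays open, since neither is known, and so does the *tho* mutation.

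Gene length bias of the nearest-gene assignment was tested by placing the peaks at random. For the heat shock list the one-sided p-value was 0.0001 in *tho*, the smallest that 10000 placements can give, and 0.0316 in *wt*, which argues against this bias as the whole cause in either list. As a hypothesis, heat shock genes may lie under extended contacts more often than their length predicts, which for *wt* peaks over 1000 bp rests on *HSP104* and *SSA1*.

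Intronless genes were compared with intron-containing genes at 37 °C, whereas the paper compares these groups at 25 °C. The paper chose the groups for similar transcription rates, and describes *YEF3*, an intronless member, as repressed by heat shock. Whether the rates still match at 37 °C was not examined, so a difference cannot be read as an effect of introns or R-loops. In *wt*, 14 of 70 intronless and 5 of 80 intron-containing genes held a peak (20.0 and 6.25%, a difference of 13.8 percentage points, two-sided Fisher's exact test, p = 0.0140), and with genes of 500 to 1500 bp the difference was 20.2 points (p = 0.00267). In *tho*, 3 of 70 and 1 of 80 held a peak (Fisher's exact test, p = 0.339). Counting only genes that held a summit left 0 of 70 and 0 of 80 in *tho*, while the *wt* counts stayed the same. A difference between the strains was not tested.

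A *tho* peak of 796 bp from 159092 to 159887 on chromosome XV covers the 3′ end of *ADH1*, whose terminator is part of common tagging cassettes. An extra copy of the *ADH1* terminator in the tag cassette would give a peak within 300 bp past the 3′ end in both tagged strains, and 1 of the 2 lists held one, that of *tho*, with its summit 195 bp past the 3′ end and a fold enrichment of 2.33. This explanation and a contact at *ADH1* in *tho* cannot be told apart, since a peak can be missed in a single *wt* library of unknown depth. The *wt* peak inside *ADH1* was 228 bp wide and had a q over 0.05.

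In the paper's Source Data for Fig. 2e, the log2 columns for the classes of 600 to 800 and 800 to 1000 bp hold the same 597 values as the column for 400 to 600 bp, with a median of 0.10. The FPKM columns of the same sheet, which are the paper's, give a median log2 ratio of 0.21 for 600 to 800 bp, 0.56 for 800 to 1000 bp and 1.33 for over 1000 bp.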
